# Rutaecarpine Inhibits U87 Glioblastoma Cell Migration by Activating the Aryl Hydrocarbon Receptor Signaling Pathway

**DOI:** 10.3389/fnmol.2021.765712

**Published:** 2021-12-09

**Authors:** Yiyun Liu, Yangsheng Chen, Ruihong Zhu, Li Xu, Heidi Qunhui Xie, Bin Zhao

**Keywords:** glioblastoma, rutaecarpine, aryl hydrocarbon receptor, interleukin 24, migration

## Abstract

Glioblastoma is the most frequent and aggressive primary astrocytoma in adults. The high migration ability of the tumor cells is an important reason for the high recurrence rate and poor prognosis of glioblastoma. Recently, emerging evidence has shown that the migration ability of glioblastoma cells was inhibited upon the activation of aryl hydrocarbon receptor (AhR), suggesting potential anti-tumor effects of AhR agonists. Rutaecarpine is a natural compound with potential tumor therapeutic effects which can possibly bind to AhR. However, its effect on the migration of glioblastoma is unclear. Therefore, we aim to explore the effects of rutaecarpine on the migration of human glioblastoma cells U87 and the involvement of the AhR signaling pathway. The results showed that: (i) compared with other structural related alkaloids, like evodiamine and dehydroevodiamine, rutaecarpine was a more potent AhR activator, and has a stronger inhibitory effect on the glioblastoma cell migration; (ii) rutaecarpine decreased the migration ability of U87 cells in an AhR-dependent manner; (iii) AhR mediated the expression of a tumor suppressor interleukin 24 (IL24) induced by rutaecarpine, and AhR-IL24 axis was involved in the anti-migratory effects of rutaecarpine on the glioblastoma. Besides IL24, other candidates AhR downstream genes both associated with cancer and migration were proposed to participate in the migration regulation of rutaecarpine by RNA-Seq and bioinformatic analysis. These data indicate that rutaecarpine is a naturally-derived AhR agonist that could inhibit the migration of U87 human glioblastoma cells mostly *via* the AhR-IL24 axis.

## Introduction

Brain tumors and central nervous system tumors are the third most common cause of cancer death in all histological studies of cancer deaths. According to WHO classification, glioblastoma is the most frequent and aggressive (grade IV) primary astrocytoma in adults (David et al., 2007; Soufiane et al., 2010), with the characteristics of high mortality, low cure rate, and poor prognosis. At present, the standard treatment methods are postoperative radiotherapy and chemotherapy, such as temozolomide (TMZ) therapy (Shabierjiang et al., 2018). However, due to the drug resistance and invasive growth of glioblastoma, the tumor cells gradually lose sensitivity to the chemotherapy and migrate from the primary site to distant brain tissue (Nirmala et al., 2003). In this way, the drug is also difficult to completely remove the mutated tissue after the surgery (Lefranc, 2005). Based on the existing therapeutic technology and method, glioblastoma cannot be completely cured. The median survival time of glioblastoma patients treated by surgery, chemotherapy, or radiotherapy is only about 1 year (Bhageeradh et al., 2015), and the 5-year survival rate is only 4–5% (Mclendon and Halperin, 2003). Developing effective drugs that can inhibit the migration and spread of tumor cells become one of the key strategies for drug development against glioblastoma.

Targeting cell signaling pathways and transduction molecules is an important approach to developing anti-tumor drugs. Many signaling pathways, such as Notch, Hedgehog, Wnt, MAPK et al. have been confirmed to be related to the occurrence and development of cancers (Jing and Bruce, 2005; Naoko et al., 2015; Joseph et al., 2020). Among them, the aryl hydrocarbon receptor (AhR) signaling pathway is closely related to tumor cell migration (Narasimhan et al., 2018). AhR also known as dioxin receptor, is a ligand-activated transcription factor that exists in various species and tissues. Although the abundance of AhR is tissue-specific, the AhR gene sequence is highly conserved in evolution, and the AhR signaling pathway regulates important biological processes (Patricia et al., 2006). Upon the activation *via* binding to certain agonists, the AhR translocates from the cytosol to the nucleus, forms a heterodimer with aryl hydrocarbon receptor nuclear transporter (ARNT), and binds with the corresponding dioxin response element (DRE), which subsequently regulates the transcriptional expression of the downstream genes (Casado et al., 2010). It has been found that the AhR signaling pathway is able to regulate the growth, migration, and invasion of tumor cells (Alexander et al., 2002; Tsai et al., 2017; Jin et al., 2020), and the activation state of AhR plays an important role in the immunotherapy of certain kinds of tumors (Liu et al., 2018; Rahul and Tracy, 2018). *In vivo* and *in vitro* data have shown that the activation of the AhR signaling pathway can inhibit the growth and/or migration of breast cancer (Tao et al., 2011), pancreatic cancer (Jin et al., 2018), and ovarian cancer (Wang et al., 2013). In addition, AhR has become a target for the basic research and drug development of thyroid carcinoma (Gianluca et al., 2015). Besides the aforementioned tumors, the expression of AhR and the activity of the AhR signaling pathway are also related to the tumor characteristics of glioblastoma. Gramatzki et al. (2009) found that the expression of AhR in patient-derived glioblastoma tissues was significantly higher than that in paracancerous tissue. Anthony et al. (2018) found a positive correlation between AhR nuclear localization and histological grade in nine different glioma and meningioma cell lines. High malignant grade tumors have higher AhR expression in nuclear, and the addition of AhR antagonist can significantly reduce the viability of tumor cells. Gramatzki et al. (2009) and Silginer et al. (2016) also proved that AhR can regulate the tumor cell cycle, angiogenesis and influence glioblastoma progression *via* TGF- β pathway. These suggest that constitutive AhR promotes the development of glioblastoma. Recently, it has been found that the activation of the AhR signaling pathway by 2,3,7,8-tetrachlorodibenzo-p-dioxin (TCDD) or 6-formylindolo[3,2-b]carbazole (FICZ) can inhibit the migration of glioblastoma by inducing the expression of downstream target gene Interleukin 24 (IL24) (Liu et al., 2021). IL24 is a tumor suppressor, which can inhibit the migration and invasion of neuroblastoma, lung cancer cells (Zhuo et al., 2013; Janani et al., 2015). Thus, the AhR-IL24 axis was proposed as an important mechanism in the inhibitory regulation of glioblastoma cell migration (Liu et al., 2021). This is consistent with the results that AhR can inhibit tumors after being activated in other kinds of tumors (Li Y. et al., 2014; Yamaguchi and Hankinson, 2019). It seems that the expression of constitutive AhR and the activation of the AhR signaling pathway play different roles in glioblastoma. Thus, finding compounds that can effectively activate the AhR signaling pathway may be a strategy for finding new therapeutic drugs against glioblastoma migration. AhR has a variety of ligands (Drew et al., 2018), among which, TCDD is currently recognized as the most high-affinity ligand of AhR (Maryam and Joann, 2015). The daily diet is one of the sources of human exposure to AhR ligands, and various natural dietary chemicals can directly activate or inhibit the AhR signaling pathway (Yang et al., 2019). Thus, natural compounds with AhR activity may be a good library for screening tumor therapeutic drugs.

Rutaecarpine is an indolopyridoquinazolinone alkaloid isolated from *Evodia rutaecarpa* (Juss.) Benth and related herbs are used for headache, abdominal pain, postpartum hemorrhage, dysentery treatment in clinical (Tian et al., 2019). Pharmacological studies have found that it has high permeability in the blood-brain barrier model of MDCK-pHaMDR cell monolayer, with a variety of neuroprotective effects. Rutaecarpine can improve the Alzheimer’s disease-like pathology and cognitive impairment induced by high glucose in animals, as well as improve learning and memory ability and neurological symptoms (Zhang Y. N. et al., 2018). Rutaecarpine was also reported to reduce the infarct volume and brain water content of mice with cerebral ischemia-reperfusion injury. Therefore, the development and utilization of rutaecarpine as a drug for brain diseases have attracted more and more attention (Lee et al., 2008; Yan et al., 2013; Zhao B. et al., 2020). Gillner et al. (1989) proposed that rutaecarpine has the common molecular structure characteristics of most high-affinity ligands of AhR *via* molecular mapping analysis, after that the AhR-binding ability of rutaecarpine was further evidenced by evaluating the DRE-related transcription activity *via* a reporter gene system and the expression of the AhR downstream gene CYP1A1 in rutaecarpine-treated mouse Hepa-1c1c7 cells. In addition, compared with the other two major compounds derived from *Evodia rutaecarpa*, evodiamine or dehydroevodiamine, rutaecarpine might be a more effective ligand of AhR (Han et al., 2009; Zhang Y. et al., 2018). Therefore, rutaecarpine might be a promising AhR agonist for further evaluating its effect on glioblastoma cell migration. Although rutaecarpine has anti-tumor activity in breast cancer and liver cancer cells (Guo et al., 2016), there are still few reports on its tumor treatment effects on glioblastoma. Based on the species and tissue specificity of AhR ligands in their effects (Denison and Faber, 2017), it is necessary to explore the effect of rutaecarpine on the migration of glioblastoma and its potential molecular mechanism, particularly that related to the AhR pathway. Therefore, in this study, the effects of rutaecarpine on the migration of U87 human glioblastoma cells were explored. The role of AhR in rutaecarpine effects was elucidated, particularly focusing on the newly recognized AhR-IL24 axis.

## Materials and Methods

### Reagents and Drug Treatment

Different stocks of evodiamine (10^–1^–10^–5^ M, Solarbio, Beijing, China), dehydroevodiamine (5 × 10^–2^–10^–5^ M, Solarbio, Beijing, China), and rutaecarpine (10^–1^–10^–5^ M, Solarbio, Beijing, China) were dissolved in dimethyl sulfoxide (DMSO, Sigma-Aldrich, St Louis, MO) before treatment, which was then 1,000 times diluted in the serum-free medium for dosing (10^–4^ and 10^–8^ M). The cells incubated with 0.1% DMSO served as a control.

### Cell Culture

The human glioblastoma cell line U87 (purchased from Cell Resource Center, IBMS, CAMS/PUMC, Beijing, China) and mouse hepatoma cell line CBG2.8D [a stably transfected cell line carrying the DRE-driven luciferase reporter gene, which was established by our own laboratory previously (Zhang S. et al., 2018)] were cultured in Minimum Essential Medium (MEM; Gibco, Paisley, Scotland, United Kingdom) and α-MEM respectively, supplemented with 10% fetal bovine serum (FBS; Corning, NY, United States) and 1% penicillin-streptomycin (Gibco, Paisley, Scotland, United Kingdom). Cells were incubated at 37°C in 95% air, 5% CO_2_.

### Luciferase Reporter Assay

The CBG2.8D is a well-established luciferase reporter-based cell sensor for evaluating the direct activation effect of interest compounds on mouse AhR (Zhang S. et al., 2018; Ma et al., 2019). Due to a lack of a reliable system for evaluating interaction with human AhR. We firstly employed CBG2.8D to reveal if the compounds had a direct effect on AhR activation. Luciferase activity measurement was performed using a luciferase reporter assay system kit (Promega, Madison, WI, United States). The cells were rinsed twice with 50 μL of phosphate-buffered saline after medium removal. Then 50 μL of cell lysis buffer (Promega, Madison, WI, United States) was added into each well following a 15 min shaking at room temperature. Measurement of luciferase activity was carried out using a microplate luminometer (GlomaxMulti Plus, Promega, Madison, WI, United States) with an automatic injection of stabilized luciferase reagent (Promega). The optical signal was collected as relative light unit (RLU) values. All samples were tested in triplicates.

### Gene Expression Knockdown

Cells were transfected with human AhR, IL24 small interfering RNA (siRNA), or non-targeting siRNA (NC) for 24 h before chemical treatments as in the previous study (Liu et al., 2021). The siRNAs were designed and synthesized by SyngenTech Company (Beijing, China). Transfection was conducted using Lipofectamine RNAiMAX transfection reagent (13778500, Invitrogen, Carlsbad, CA, United States) in accordance with the manufacturer’s instructions. After transfection, siRNA and transfection reagent contained medium was replaced with fresh medium, and subsequent analysis was carried out. The final concentration of AhR, IL24, or NC siRNA was 2 × 10***^–^***^8^ M. The sequence of siRNA used in this article was shown in Table 1. To obtain the efficiency of the knockdown, we analyzed the mRNA level of AhR and IL24 after the siRNA transfection as in the previous study (Liu et al., 2021). The knockdown efficiency of AhR and IL24 were 75.2 and 70.1%, respectively, which were consistent with those previously reported (Liu et al., 2021).

**TABLE 1:** siRNA sequence used in this study.

Gene	siRNA sequence
NC	5′-UUC UCC GAA CGU GUC ACC UTT-3
	5′-ACG UGA CAC GUU CGG AGA ATT-3′
AhR NM_001621.5	5′-AGG GAA AGA UGG AUC AAU ATT-3′
	5′-UAU UGA UCC AUC UUU CCC UTT-3′
IL24 NM_001185156.1	5′-GGA GAG CAU UCA AAC AGU UTT-3′
	5′-AAC UCU UUG AAU GCU CUC CTT-3′

### Wound Healing Analysis

According to the description of Cory (2011), a wound-healing experiment was used to evaluate the migration ability of cells. The operation and statistical analysis of wound healing tests were carried out according to the method of Chen et al. (2019). In short, before the cells were inoculated, three parallel lines were drawn at the bottom of each hole of the sterile 6-well plate with a marker pen to locate the wound to be photographed. The cells in the logarithmic growth phase were seeded into the 6-well plate at a density of 2 × 10^5^ cells/ml and placed in the incubator for adherent growth. After the cells cover more than 95% of the plate bottom area, scratch the cell monolayer with the tip of a 1 mL pipette to form a wound. The wound and the parallel line drawn by the marking pen formed a number of crosses, then the wound areas across the lines were selected as the image capturing positions. The floating cells were removed with phosphate buffer and cell-cultured in low serum (1% FBS) medium containing chemicals. Images of the selected wound areas were acquired 0–48 h after the treatments under an inverted microscope (CKX41, Olympus, Japan) with a digital camera (600D, Canon, Japan). For each well, six images were acquired and quantified at each time point. The cell migration was analyzed using Image-Pro Plus 6 software (Media Cybernetics Inc., United States) and the migration distance was calculated by dividing the reduced wound area by the length of the wound in each image. The scale bar in the representative scratch images is 0.5 mm.

### Transwell Migration Analysis

Cell migration and invasion were analyzed using a Transwell permeable support system containing 12 transwell filters (8 μm pore size, Corning, NY, United States). Cells were plated in the upper chamber and treated by the serum-free medium with chemicals or solvent control. And the lower chamber was added into the culture medium (supplemented with 10% FBS) with the same chemical or solvent concentration as the upper chamber. After culturing for 48 h, the cells on the top side of the upper chamber were wiped off by a cotton swab. Cells migrated to the opposite side were fixed with methanol and acetic acid (3:1) for 20 min at room temperature., stained with hematoxylin. Twelve fields of each triplicate filter were counted using an inverted microscope (CKX41, Olympus, Japan). The scale bar in the representative scratch images is 0.1 mm.

### Quantitative Polymerase Chain Reaction

Total RNA was extracted by the GeneJET RNA Purification Kit (Thermo Fisher Scientific Inc., Waltham, MA, United States). Using NanoDrop 2000/2000c Spectrophotometer (Thermo Fisher Scientific Inc., Waltham, MA, United States) to analyze the RNA quality and quantity. cDNA was synthesized using 2 μg total RNA with the RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific Inc., Waltham, MA, United States). Samples of 20-fold diluted cDNA were subjected to qPCR analysis by using the GoTaq^®^ qPCR Master Mix (Promega, Madison, WI, United States), and the signals were detected by the QuantStudion™6 Flex Real-Time PCR System (Thermo Fisher Scientific Inc., Waltham, MA, United States). Glyceraldehyde phosphate dehydrogenase (GAPDH) expression was not affected by the chemicals and served as an internal control for normalization. Each sample was tested three times. Primers were designed by Primer-BLAST^1^ based on sequences obtained from GenBank^2^ and were synthesized by Sangon Biotech (Shanghai, China). Thermal cycle conditions were as follows: 95°C for 2 min, followed by 40 cycles of denaturation at 95°C for 15 s, annealing at 60°C for 20 s, and extension at 72°C for 20 s. The results were analyzed by the 2***^–^***^ΔΔCT^ value method (Livak and Schmittgen, 2001). The amplification efficiency of the primers was 95–105%. The primer sequences are shown in Table 2.

**TABLE 2:** Primer used for qPCR in this study.

Gene	Primer sequence
AhR NM_001621.5	(F) 5′-CTGAAGTCAACCTCACCAGAAAAAT-3′
	(R) 5′-AAAAACAGTGACTTGTACAGCATAATGA-3′
CYP1B1 NM_000104.4	(F) 5′-GGCCGGTACGTTCTCCAAATC-3′
	(R) 5′-AACGTCATGAGTGCCGTGTGT-3′
IL24 NM_001185156.1	(F) 5′-GCTTCTCTGGAGCCAGGTATCA-3′
	(R) 5′-ACATCTCATTTTCTTGCGAGACG-3′
GAPDH NM_001256799.3	(F) 5′-AGTAGAGGCAGGGATGATG-3′
	(R) 5′-ACAGTCCATGCCATCACTG-3′

### RNA-Seq Analysis and Bioinformatics Analysis

In order to find out the regulation of rutaecarpine on migration-related genes of glioblastoma, the total mRNA of U87 cells was extracted by GeneJET RNA Purification Kit (Thermo Fisher Scientific Inc., Waltham, MA, United States) according to the instruction manual. After verification of integrity and purity, total mRNA was randomly fractured into fragments of approximately 200 bp and transcribed to double-strand DNA with added adaptors. Sequences of resulting DNA products were probed through Illumina NovaSeq 6,000 by Majorbio Ltd, Beijing, China. To identify DEGs (differentially expressed genes) between two different samples, the expression level of each transcript was calculated according to the transcripts per million reads (TPM) method. RNA-Seq by Expectation Maximization (RSEM)^3^ (Li and Dewey, 2011) was used to quantify gene abundances. Essentially, differential expression analysis was performed using the DESeq2/DEGseq/EdgeR with Q value ≤ 0.05, DEGs with | log2FC| > 1 and Q value ≤ 0.05 (DESeq2 or EdgeR)/Q value ≤ 0.001 (DEGseq) were considered to be significantly differentially expressed genes) (Wang et al., 2009; Robinson et al., 2010; Love et al., 2014). Gene ontology (GO) functional analysis was completed by Fisher’s exact test using GOatools Software, and *P* value was adjusted by four tests (Bonferroni, Holm, Sidak and false discovery rate) to control false positive rate when corrected *P*-value (p_fdr) ≤ 0.05 was considered to be significant for GO enrichment. Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathway was analyzed by Fisher’s exact test using KOBAS software. The corrected *P* ≤ 0.05 was considered to be significant for KEGG enrichment. Majorbio bioinformatic analysis cloud computing platform^4^ is used to search and analyze the expression changes of genes. The prediction of putative DRE site(s) on gene promoter is a method for finding candidate genes downstream AhR signaling pathway (Seok et al., 2017). In order to determine whether the expression changes of the migration-related genes of interest are candidate response genes of the AhR pathway, we examined the existence of putative DRE core sequences of 5′-CACGCNA-3′ and 5′-TNGCGTG-3′ on the gene promoters (Li S. et al., 2014). The genetic sequence data of the candidate genes were obtained through GenBank and 2,000-bp DNA fragments upstream of coding sequences of each gene were collected to perform DRE searches.

### Molecular Docking

The three-dimensional structure of AhR (Uniprot AC: P35869) (Ma et al., 2019) were obtained by homology modeling using an online protein structure prediction server, SWISS-MODEL^5^. The chain A of 4zp4.1.B (resolution: 2.36 Å, identity: 27.12%). All the work of molecular docking was done on the Yin Fu cloud computing platform^6^. The initial structures of compounds were constructed and assigned hydrogens by the UCSF Chimera software (Eric et al., 2004), and AMBER ff14SB forcefield and AM1-BCC partial charges (Araz et al., 2000, 2002) were assigned for them. The box center was set at (−87.037, 100.739, −27.384) and the dimensions (27.597, 34.48, 32.672). At last, the affinity was evaluated by the grid-based score using DOCK 6.7 (Lang et al., 2009; Sudipto et al., 2010) to conduct semi-flexible docking with 10,000 different orientations generated. And then the Grid-based score was calculated for each pose. Finally, clustering analysis was performed (RMSD threshold was set 2 Å) to obtain the best-scored poses.

### Statistical Analysis

GraphPad Prism software (version 6, La Jolla, CA, United States) was used for statistical analysis and plotting figures. The values are expressed as the mean ± SEM (*n* = 3), and n represents the number of independent experiments, and each independent sample was analyzed in triplicate. Statistical tests were done by *t*-test while the comparisons involved two groups, one-way or two-way ANOVA with Bonferroni’s test was used in comparisons that involving more than two groups. Statistically significant changes were shown as (*) where *p* < 0.05; (^**^) where *p* < 0.01; and (^***^) where *p* < 0.001.

## Results

### Evodiamine, Dehydroarutaecarpine, and Rutaecarpine Activates AhR Signaling Pathway

Evodiamine, dehydroaevodiamine, and rutaecarpine are the three main bioactive substances derived from *Evodia rutaecarpa*. To confirm whether evodiamine, dehydroaevodiamine, and rutaecarpine activate the AhR, luciferase reporter assay was performed. Cell viability test showed that evodiamine had a proliferation inhibiting effect on U87 cells. Therefore, in order to avoid interference with the migration assay, evodiamine at 10***^–^***^6^ M was used as the maximum concentration (Figure 1). Compared with the solvent control group, evodiamine, dehydroaevodiamine or rutaecarpine treatment could activate AhR in CBG2.8D cells in a concentration-dependent manner.

**FIGURE 1:**
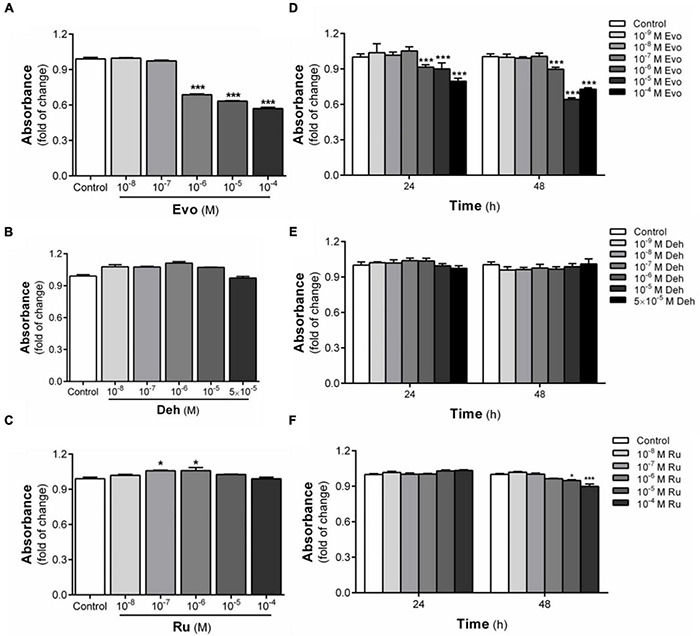
Cytotoxicity of three bioactive substances in Evodia rutaecarpa. **(A)** Effect of evodiamine on cell viability of CBG2.8D cells; **(B)** Effect of dehydroaevodiamine on cell viability of CBG2.8D cells; **(C)** Effect of rutaecarpine on cell viability of CBG2.8D cells; **(D)** Effect of evodiamine on cell viability of U87 cells; **(E)** Effect of dehydroaevodiamine on cell viability of U87 cells; **(F)** Effect of rutaecarpine on cell viability of U87 cells was determined by CCK8 assay. *p < 0.05, ***p < 0.001 compared with control group. All values are fold of control that was treated with the solvent and represent the mean ± SEM (*n* = 3). SEM, standard error of the mean; Evo, evodiamine; Deh, dehydroaevodiamine; Ru, rutaecarpine.

After the 24-h-treatment with 10***^–^***^6^ M evodiamine, dehydroaevodiamine, or rutaecarpine, the luciferase activity was increased by 2.5, 1.8, and 40.5 times, respectively (Figure 2A). At the concentration of 10***^–^***^5^ M, dehydroarutaecarpine and rutaecarpine increased the luciferase activity by 20.8 and 170.2 times, respectively (Figure 2A). The results showed that rutaecarpine (10***^–^***^5^ M) had the strongest activation effect on AhR among three compounds in CBG2.8D cells, and its effect was even higher than the positive control TCDD (10***^–^***^9^ M). However, the activation of AhR by rutaecarpine showed an inverted U-shape concentration-related profile which was due to a decreased induction of rutaecarpine treatment with higher concentrations (10***^–^***^5^ M) (Figure 2A).

**FIGURE 2:**
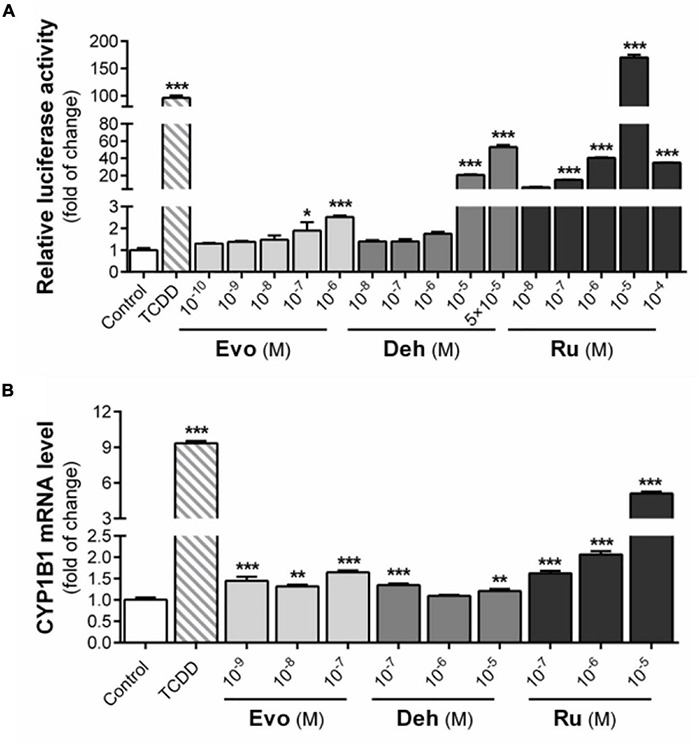
Activation of AhR signaling pathway by three bioactive substances in *Evodia rutaecarpa*. **(A)** Effect of evodiamine, dehydroaevodiamine, and rutaecarpine on activation of AhR after 24 h treatment was determined by luciferase reporter assay in CBG2.8D cells. **(B)** Effect of evodiamine, dehydroaevodiamine, and rutaecarpine on the mRNA expression of CYP1B1 in U87 cells after 48 h treatment were determined by qPCR analysis. GAPDH was used as an internal control for quantification. *p < 0.05, ** *p* < 0.01, ***p < 0.001 compared with control group. All values are fold of control that was treated with the solvent and represent the mean ± SEM (*n* = 3). SEM, standard error of the mean; Evo, evodiamine; Deh, dehydroaevodiamine; Ru, rutaecarpine.

To further confirm the effects of these compounds on AhR in human glioblastoma, the expression of the AhR downstream gene CYP1B1 was investigated after being treated with different concentrations of evodiamine, dehydroaevodiamine, and rutaecarpine. In U87 cells, evodiamine and dehydroaevodiamine had a slight effect on the expression of CYP1B1 (Figure 2B). Rutaecarpine had an obvious effect and rutaecarpine at 10***^–^***^5^ M increased the CYP1B1 expression by 5.1 times. These effects were similar to the AhR activation potency in CBG2.8D cells (Figure 2B).

### Effect of Dehydroaevodiamine and Rutaecarpine on the Migration of U87 Cells

The effects of dehydroaevodiamine or rutaecarpine treatment on glioblastoma horizontal migration ability were examined by wound healing assay. Typical wound images showed that the wound area of U87 cells increased after dehydroaevodiamine or rutaecarpine treatment (Figure 3A). Quantitative data showed that the inhibition rate of rutaecarpine (10***^–^***^5^ M) on the migration was 25.4% after the 24-h-treatment in U87 cells, while that of dehydroaevodiamine (10***^–^***^5^ M) was 12.1% (Figure 3B). Rutaecarpine inhibited U87 cell migration more potently than dehydroaevodiamine after the same concentration treatment. Therefore, we chose rutaecarpine for the follow-up study.

**FIGURE 3:**
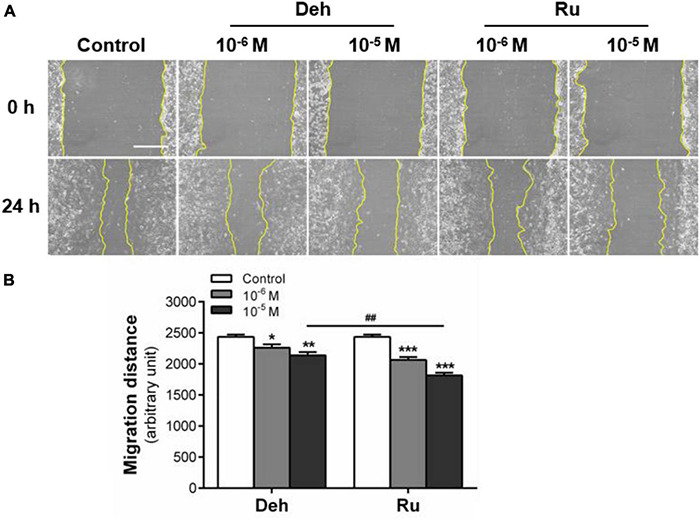
Effect of dehydroaevodiamine and rutaecarpine on the migration of U87 cells. A wound healing assay was used to analyze the effect of compounds on the migration of U87 cells. **(A)** Typical images of wound healing assay were taken at 0 and 24 h about different treatment groups. Scale bar = 0.5 mm. **(B)** Quantitative data graph of wound healing assay. After 24 h treatment with 10***^–^***^6^ and 10***^–^***^5^ M dehydroaevodiamine or rutaecarpine or 0.1% DMSO, the distance of migration was counted. *p < 0.05, **p < 0.01, ***p < 0.001 compared with control groups. ^##^*p* < 0.01, a comparison between Ru (10***^–^***^5^ M) and Deh (10***^–^***^5^ M) treated groups. All values are fold of control that was treated with the solvent and represent the mean ± SEM (*n* = 3). SEM, standard error of the mean; Deh, dehydroaevodiamine; Ru, rutaecarpine.

Next, we made a more detailed analysis of the inhibitory effect of rutaecarpine on U87 cell migration. We found that the difference between the control group and rutaecarpine group was increased with the prolongation of the drug treatment time (Figure 4A). Quantitative data showed that the cell migration distance was effectively reduced after rutaecarpine treatment at 10***^–^***^6^ or 10***^–^***^5^ M. After 10***^–^***^5^ M rutaecarpine treatment, the migration distance was decreased by 32.5, 37.9, and 39.5% at 12 h, 24 h, and 36 h, respectively (Figure 4B). These data suggested that rutaecarpine can rapidly inhibit the horizontal migration ability of U87 cells at the early stage of drug stimulation. Such inhibitory effect of rutaecarpine is sustained with time but with decreased inhibition rates. Then, transwell migration analysis was also used to verify the effect of rutaecarpine on the migration of U87 cells, and we got similar results with that of wound healing analysis (Figures 4C,D).

**FIGURE 4:**
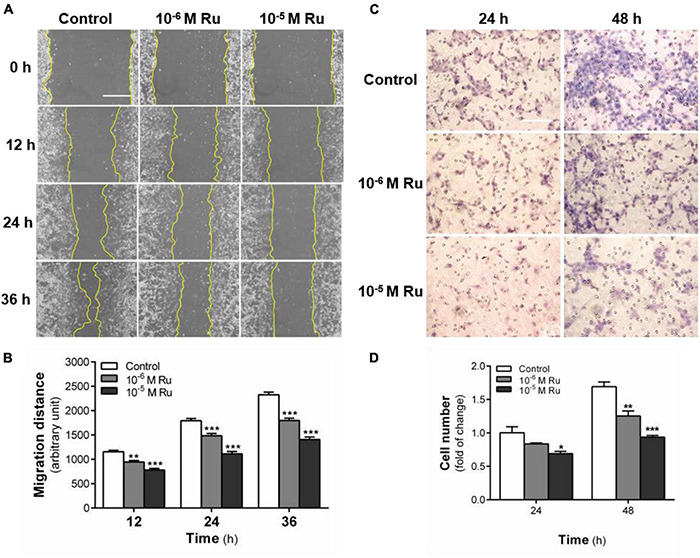
Effect of rutaecarpine on the migration of U87 cells. Wound healing assay and transwell migration analysis were used to analyze U87 cells’ migration ability. **(A)** Typical images of wound healing assay were taken at 0, 12, 24, and 36 h about different treatment groups. Scale bar = 0.5 mm. **(B)** Quantitative data graph of wound healing assay. After 36 h treatment with 10***^–^***^6^ and 10***^–^***^5^ M rutaecarpine or 0.1% DMSO, the distance of migration was counted. **(C)** Typical images of transwell migration analysis were taken at 24 and 48 h about different treatment groups. Scale bar = 0.1 mm. **(D)** Quantitative data graph of transwell migration analysis after 24 h and 48 h treatment with 10***^–^***^6^ and 10***^–^***^5^ M rutaecarpine or 0.1% DMSO, the distance of migration was counted. *p < 0.05, **p < 0.01, ***p < 0.001 compared with control group. All values are fold of control that was treated with the solvent and represent the mean ± SEM (*n* = 3). SEM, standard error of the mean; Ru, rutaecarpine.

### AhR Signaling Pathway Mediates the Inhibition of Rutaecarpine on U87 Cells Migration

Rutaecarpine showed a time and concentration-dependent inductive effect on CYP1B1 mRNA expression (Figures 5A,B). After 48 h exposure, 10***^–^***^6^ and 10***^–^***^5^ M rutaecarpine increased the expression of CYP1B1 by 6.3 and 8.8 times, respectively. When the concentration was higher than 10***^–^***^5^ M, the activation of AhR reached a plateau (Figure 5A). With regard to the time effect, we found that the induction of CYP1B1 was also increased over time, even after 48 h of the rutaecarpine treatment (Figure 5B). The data suggested that a long-lasting effect of rutaecarpine on AhR activation in U87 cells. In addition, after the AhR knockdown, CYP1B1 induction caused by rutaecarpine was decreased by ∼50% (from 10.6-fold to 5.4-fold) (Figure 5C). Considering ∼70% efficiency of AhR siRNA this result indicated the CYP1B1 induction was mostly dependent on AhR in U87 cells.

**FIGURE 5:**
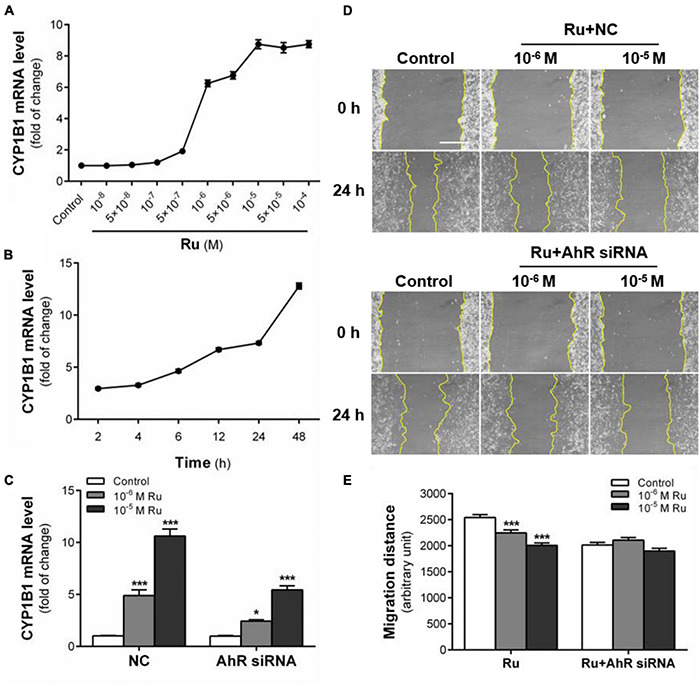
AhR signaling pathway mediates the inhibition of rutaecarpine on U87 cells migration. **(A)** Dose relationship between rutaecarpine with AhR signaling pathway activation after 48 h treatment with 10***^–^***^8^–10***^–^***^4^ M rutaecarpine or 0.1% DMSO. **(B)** Time relationship of rutaecarpine with AhR signaling pathway activation after 2, 4, 6, 12 24, 48 h treatment with 10***^–^***^4^ M rutaecarpine. **(C)** After 48 h treatment with rutaecarpine or 0.1% DMSO together with or without AhR siRNA pre-treatment, the mRNA expression of CYP1B1 in U87 cells. The mRNA expression of CYP1B1 in U87 cells was determined by qPCR analysis. GAPDH was used as an internal control for quantification. A wound healing assay was used to analyze the effect of AhR signaling pathway activation on U87 cells migration. AhR mRNA interference was treated as indicated. **(D)** Typical images of wound healing assay were taken at 0 and 24 h about different treatment groups. Scale bar = 0.5 mm. **(E)** Quantitative data graph of wound healing assay. After 24 h treatment with 10***^–^***^6^ and 10***^–^***^5^ M rutaecarpine or 0.1% DMSO, the distance of migration was counted. *p < 0.05, ***p < 0.001 compared with control group. All values are fold of control that was treated with the solvent and represent the mean ± SEM (*n* = 3). SEM, standard error of the mean; Ru, rutaecarpine; NC, non-targeted siRNA.

Next, we explored the role of AhR in rutaecarpine-induced migration inhibition. After the addition of non-targeted siRNA (NC group), the inhibition of rutaecarpine on cell migration did not change (Figure 5D). Similar to other AhR agonists from the literature, we found that the migration ability of U87 cells was decreased after AhR knockdown. In the AhR siRNA treated group, rutaecarpine lost mostly all the inhibitory effects on the cell migration (Figure 5E). Even in the 10***^–^***^6^ M rutaecarpine treatment group, only a slight but not significant decrease in migration distance was obtained after the AhR knockdown (Figure 5E). These results suggest that rutaecarpine-induced migration inhibition is mostly in an AhR-dependent manner.

### Simulate Interactions Between Rutaecarpine and AhR

In addition to the experimental studies, the potential capabilities of rutaecarpine in binding to AhR were evaluated computationally. The software analysis shows that the quality of homologous modeling is qualified and can be used for the molecular docking model (Supplementary Figure 1). The interaction modes between rutaecarpine and AhR were simulated by DOCK 6.7. Well-known AhR ligands TCDD and FICZ were used as controls. It has been reported that TCDD binds to AhR Human residues Cys300, Leu308, Tyr310, Leu315, Phe324, Ile325, Cys333, His337, Met348, and Leu353. Based on this, the binding site was constructed and shown in the yellow sphere in Figure 6A. Three compounds had a high affinity for AhR, and TCDD was successfully docked into the binding pocket (Figure 6B). FICZ and rutaecarpine are five-membered rings with large structures and are difficult to exist in the narrow pocket, which can only bind to the residues outside the predicted binding pocket (Figures 6C,D). The score value indicated the interaction activity between compounds and AhR, with smaller score values indicating the less energy required for intermolecular binding and the better the interaction activity. The docking scoring results showed that the affinity of the compounds was almost contributed by van der Waals force, the electrostatic force and internal repulsive are negligible (Table 3). Different spatial pose of molecules has different binding abilities with the receptor. The energy of TCDD, FICZ, and rutaecarpine binding to AhR were −38.92, −26.48, and −21.82 kcal/mol, respectively, under the best combination pose (Table 3).

**FIGURE 6:**
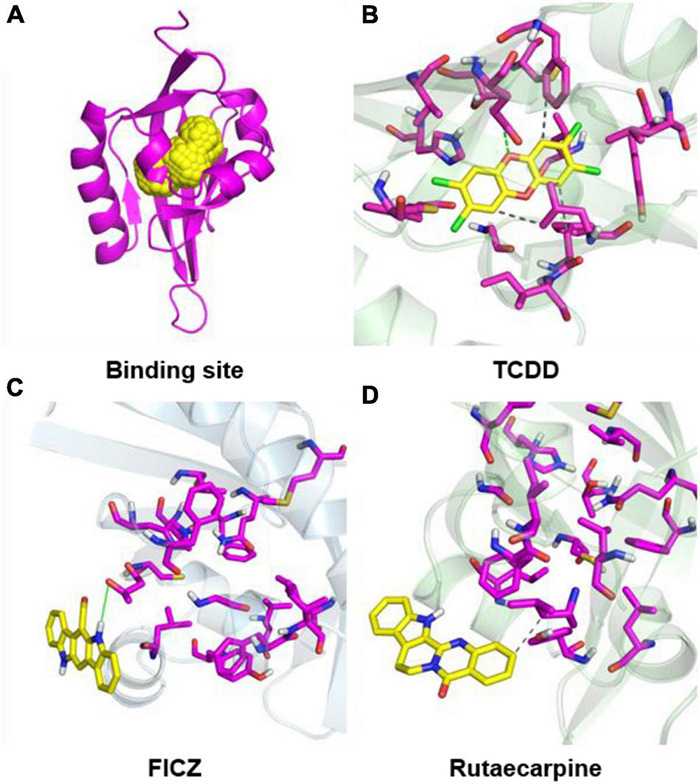
Molecular docking configurations of TCDD, FICZ, and rutaecarpine with AhR. **(A)** AhR_HUMAN binding site map. The secondary structure of the protein was shown by magenta bands and the binding sites were shown by yellow spheres. **(B)** Docking of TCDD into the AhR binding pocket. **(C)** Docking of FICZ with the AhR protein model. **(D)** Docking of rutaecarpine with the AhR protein model.

**TABLE 3:** Binding energy (kcal/mol) and molecular docking scoring of the AhR with target chemicals.

Compound	Pose	Score	Vdw_energy	Es_energy	Repulsive
TCDD	1	−38.92	−37.76	−1.15	0
	2	−38.90	−37.81	−1.09	0
	3	−38.83	−37.70	−1.13	0
	4	−38.62	−37.55	−1.06	0
	5	−9.27	−8.84	−0.42	0
	6	−8.69	−8.24	−0.45	0
	7	−4.86	−5.23	0.36	0
	8	−4.60	−5.04	0.44	0
FICZ	1	−26.48	−27.04	0.55	7.29
	2	−18.71	−19.49	0.77	1.86
	3	−16.89	−17.13	0.24	1.93
	4	−14.67	−14.83	0.16	7.29
Rutaecarpine	1	−21.82	−21.37	−0.45	0
	2	−17.74	−17.79	0.05	0
	3	−17.66	−17.52	−0.13	0
	4	−17.19	−16.61	−0.57	0
	5	−16.02	−15.93	−0.09	0
	6	−12.35	−12.43	0.07	0
	7	−10.09	−10.33	0.24	0

*Score, total score of molecular docking (kcal/mol); Vdw_energy, Van der Waals energy (kcal/mol); Es_energy, electrostatic energy between molecules (kcal/mol); Repulsive, internal energy repulsive (kcal/mol).*

### Rutaecarpine Inhibits Glioblastoma Migration Predominantly Through the AhR-IL24 Axis

With the newly reported role of the AhR-IL24 axis in TCDD-induced migration inhibition of U87 cells, we further explored the effect of rutaecarpine on IL24 expression. After exposure to rutaecarpine at different concentrations, the expression of IL24 mRNA was gradually increased and reached the maximum induction at 10***^–^***^5^ M, which was about 18.4 times compared with the control group. However, the induction rate of IL24 began to decline in treatment with higher concentrations (Figure 7A). Like rutaecarpine-induced effect on CYP1B1 expression, 10***^–^***^5^ M rutaecarpine increased the expression of IL24 over time. After 48 h treatment, the mRNA level of IL24 was 19.1 times higher than that of the control group and showed an incline tendency (Figure 7B). The IL24 induction rate by rutaecarpine was reduced by 62.5% after the AhR knockdown (Figure 7C). Considering ∼70% efficiency of the AhR siRNA, we speculated the induction of IL24 caused by rutaecarpine was mostly AhR-dependent. Furthermore, we found that rutaecarpine (10***^–^***^5^ M) lost the ability to inhibit the cell migration by ∼20.0% (the inhibition changed from 32.5 to 12.5%) after the IL24 knockdown (IL24 siRNA efficiency was ∼70%), suggesting that the rutaecarpine effect on migration at least partially depends on the induction of IL24 in U87 cells (Figures 7D,E). This finding differs from the dominant role of AhR in the rutaecarpine-induced migration inhibition, which suggests that there may be other AhR responsive genes involved in rutaecarpine-induced migration inhibitory except for IL24.

**FIGURE 7:**
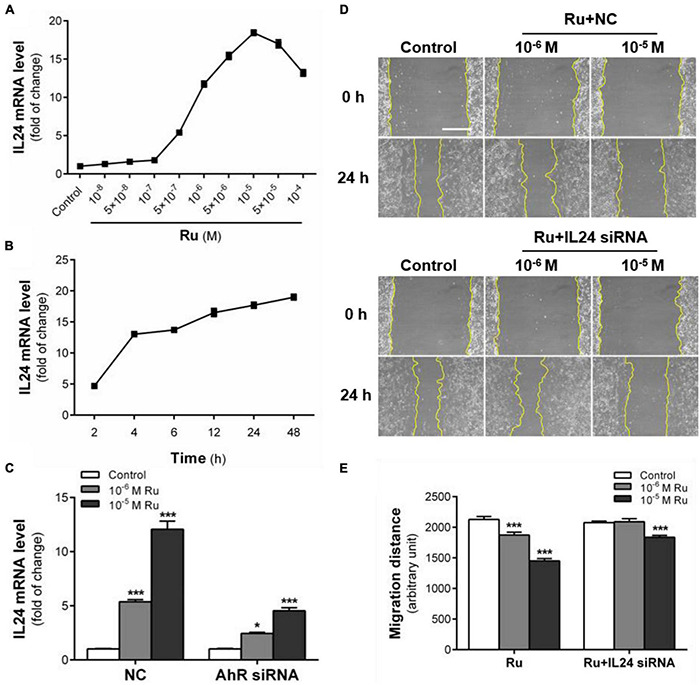
IL 24 mediates the inhibitory effect of rutaecarpine on migration. **(A)** Dose relationship between rutaecarpine with IL24 expression after 48 h treatment with 10***^–^***^8^–10***^–^***^4^ M rutaecarpine or 0.1% DMSO. **(B)** Time relationship of rutaecarpine with IL24 expression after 2, 4, 6, 12, 24, 48 h treatment with 10***^–^***^4^ M rutaecarpine. **(C)** Effect of rutaecarpine 48 h treatment on IL24 expression before and after AhR knockdown. The mRNA expression of IL24 in U87 cells was determined by qPCR analysis. A wound healing assay was used to analyze the effect of IL24 on U87 cells migration. IL24 mRNA interference was treated as indicated. **(D)** Typical images of wound healing assay were taken at 0 and 24 h about different treatment groups. Scale bar = 0.5 mm. **(E)** Quantitative data graph of wound healing assay. After 24 h treatment with 10***^–^***^6^ and 10***^–^***^5^ M rutaecarpine or 0.1% DMSO, the distance of migration was counted. *p < 0.05, ***p < 0.001 compared with control group. All values are fold of control that was treated with the solvent and represent the mean ± SEM (*n* = 3). SEM, standard error of the mean; Ru, rutaecarpine.

### Effects of Rutaecarpine on Tumor and Cell Migration-Related Genes in Glioblastoma

In order to find other potential migration-related genes involved in rutaecarpine-induced migration inhibition that are responsive to AhR activation, RNA-Seq analysis, and putative DRE analysis were employed. 

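The RNA-Seq experiment used U87 cells, an established human glioblastoma cell line, treated for 48 h with rutaecarpine or with the solvent. There were 3 libraries from rutaecarpine-treated cells and 3 from control cells, which received 0.1% DMSO. The sample labels give a rutaecarpine concentration of 100 μM, and the paper's text does not name one for this experiment. The legends of the paper's migration assays give lower concentrations of rutaecarpine. Above the highest of these, the paper reports that CYP1B1 induction levelled off and IL24 induction declined. The authors fragmented the RNA, sequenced it on an Illumina NovaSeq and quantified each gene with RSEM, which divides reads that match several genes between them. The deposited values are in TPM, which scale the estimated reads of a gene by its length and then scale each library to a fixed total. The TPM of the libraries summed to between 990889 and 995734, so the number of reads behind a value is unknown and no counting error can be given.
The table lists 60671 genes by Ensembl identifier, of which 31341 were at 0 in all 6 libraries. Between 13758 and 14475 genes per library had a TPM of at least 1. For the comparison of the groups, TPM values were transformed to log2(TPM + 1), and the 14377 genes with a TPM of at least 1 in at least 3 libraries were tested with limma with a mean-variance trend. The p values were adjusted by the Benjamini-Hochberg method. DEGs were taken as genes with an adjusted p of at most 0.05 and an absolute log2 fold change above 1, the cutoffs in the paper's methods. The added 1 shrinks the fold change of weakly expressed genes. For a single gene, 3 libraries against 3 give an exact permutation p of no less than 0.1, so the adjusted p values rest on the spread that limma pools over genes. Control replicate 3 stood apart from the other controls. The median log2(TPM + 1) of the tested genes was 3.56 in that library, against 3.97 and 3.95 in control replicates 1 and 2. Across genes, which are not independent replicates, Pearson's r was 0.986 between control replicates 1 and 2, and 0.965 between control replicate 3 and either of them.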

There were 13,743 commonly identified genes in the control group and rutaecarpine treatment group based on the expression analysis. Among them, 952 genes were defined as DEGs based on the aforementioned criteria, including 404 up-regulated genes and 548 down-regulated genes (Supplementary Figure 2). 

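With a mean TPM of at least 1 in each group as the cutoff, 13743 genes were expressed in both the control group and the rutaecarpine group. The cutoff is one chosen for the re-analysis, as the paper's text does not name its own. The number moved with it. A TPM of at least 1 in every library was reached by 12713 genes, a mean TPM of at least 0.5 in each group by 15213 genes, and a TPM above 0 in every library by 17893 genes. Leaving out 1 library at a time gave between 13637 and 13781 genes.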

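Of the genes tested, 1335 had an adjusted p of at most 0.05 from limma with Benjamini-Hochberg adjustment. Of these, 505 also had an absolute log2 fold change above 1 and were counted as DEGs, 289 up-regulated and 216 down-regulated. The median log2 fold change was 1.38 for the up-regulated genes and -1.20 for the down-regulated genes. In each of the 505 DEGs, the 3 rutaecarpine libraries all lay on the same side of the 3 control libraries. Among all genes tested, 33.3% had groups that did not overlap, where chance gives 10%. When each library was left out in turn, 284 of the 505 genes were DEGs in all 6 fits.
The split between directions depended on how the libraries were scaled. The median log2 fold change of all tested genes was 0.08, and -0.01 with the libraries centred on their medians. With that centring there were 251 up-regulated and 295 down-regulated genes, and without control replicate 3 there were 280 and 330. The number of DEGs moved most with a stricter cutoff. At an adjusted p of at most 0.001, which the paper gives for DEGseq, 94 DEGs were left.
The largest rises among DEGs with a mean TPM of at least 2 in either group were those of SERPINB2 (ENSG00000197632), SLC16A6 (ENSG00000108932), IL1B (ENSG00000125538), IL24 and THBD (ENSG00000178726). The mean TPM of SERPINB2 was 7.31 ± 0.81 (SD, n = 3) in the control group and 348 ± 29.8 (SD, n = 3) after rutaecarpine, and that of IL1B rose from 197 ± 20.8 to 6670 ± 320. SLC16A6 rose from 2.87 ± 1.04 to 137 ± 18.9 TPM and THBD from 0.447 ± 0.083 to 25.3 ± 1.19 TPM. The largest falls were those of RF02110 (ENSG00000275559, a miscellaneous RNA), IGFBP5, ID3, OLFML3 and EFEMP1. RF02110 had a TPM of 42.6, 107 and 22.95 in control replicates 1, 2 and 3 and was listed at 0 in all 3 rutaecarpine libraries. ID3 fell from 58.9 ± 7.93 to 9.38 ± 0.86 TPM, OLFML3 from 22.1 ± 2.22 to 3.38 ± 0.36 TPM, and EFEMP1 from 29.3 ± 2.03 to 5.73 ± 1.23 TPM.

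**Figure D1:**
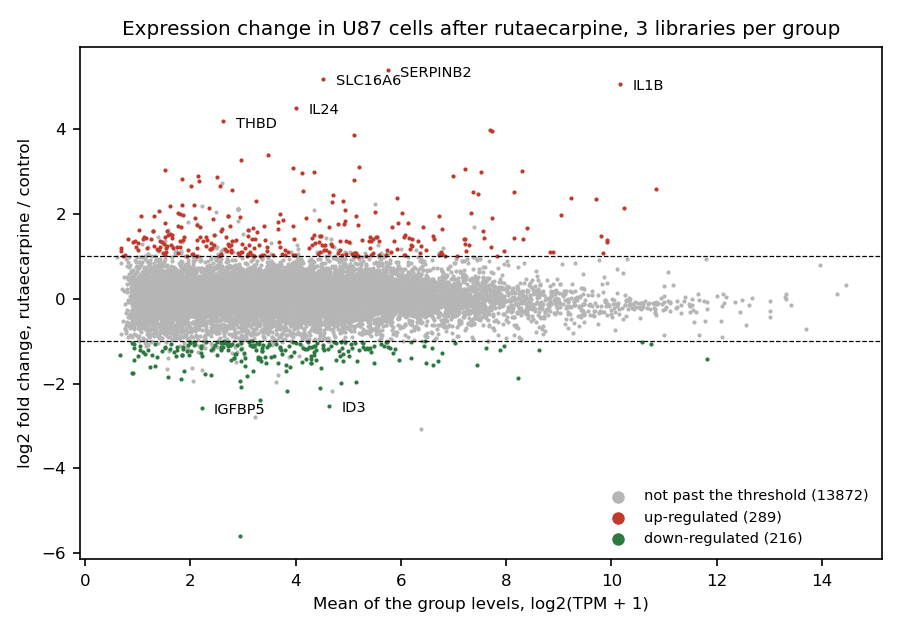
Log2 fold change of each of the 14377 tested genes (rutaecarpine over control, y axis) against the mean of the 2 group levels (log2(TPM + 1), x axis). Red points are the 289 up-regulated genes, green points the 216 down-regulated genes and grey points the others, and the dashed lines mark an absolute log2 fold change of 1; the largest rises reach above the largest falls except for RF02110, the lowest point.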

Firstly, by using “migration” as the keyword to search genes according to the functional annotation screening tool, we obtained 119 database-identified migration-related genes from the 952 DEGs. After screening out the low expression (TPM < 2) genes, we further identified 35 up-regulated and 50 down-regulated migration-related genes according to their literature reported functions (Supplementary Tables 1, 2). On the other hand, the 952 DEGs were clustered based on KEGG analysis, including one cancer-related pathway as “cancer overview” (Supplementary Figure 3). 

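All 85 migration-related genes of Supplementary Tables 1 and 2 were found in the deposited TPM table and all 85 entered the test. A mean TPM of at least 2 was reached by 85 of them in at least 1 group and by 76 in both groups. The direction of change was that of the tables for 84 of the 85 genes. The exception was ATOX1 (ENSG00000177556), which Supplementary Table 2 lists as down-regulated, with a TPM of 188 ± 40.1 (SD, n = 3) in the control group and 197 ± 20.2 (SD, n = 3) after rutaecarpine. The ATOX1 log2 fold change turned to -0.0115 with the libraries centred on their medians. By limma with Benjamini-Hochberg adjustment over all tested genes, 58 of the 85 were DEGs in the direction of the tables. These were 30 of the 35 up-regulated genes and 28 of the 50 down-regulated genes. Adjusted over the list alone, 63 of the 85 were DEGs, which is not independent evidence because the study chose the list on these same samples. The control and rutaecarpine libraries did not overlap for 79 of the 85 genes. Among all genes tested the share was 33.3%. The study chose the 85 as DEGs on these same libraries, so their separation was largely built in. In all 6 fits that each left out 1 library, 40 of the genes were DEGs.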

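The genes that Supplementary Tables 1 and 2 mark as belonging to both gene sets are PTGS2, WNT5A, SPRY2, THBS1, CYP1B1, IGFBP3, FGF2, ITGA2, MMP1, NFE2L2, IRS2 and ITGB3 among the up-regulated genes, and SDC1, COL1A1, CDK1, LAMA4, WNT5B, FGF7, DCC and COL1A2 among the down-regulated genes. All 20 changed in the direction of the tables in the deposited TPM values. Their log2 fold changes ranged from 0.94 to 3.98 for the 12 up-regulated genes and from -1.71 to -1.04 for the 8 down-regulated genes. By limma with Benjamini-Hochberg adjustment, 15 of the 20 were DEGs, 9 up-regulated and 6 down-regulated.
PTGS2, which encodes a prostaglandin synthase, changed most, from 52.0 ± 18.6 TPM (SD, n = 3) in the control group to 803 ± 122 TPM (SD, n = 3) after rutaecarpine. THBS1 rose from 6.48 ± 3.02 to 40.5 ± 7.29 TPM, FGF2 from 26.5 ± 10.8 to 134 ± 19.8 TPM, and LAMA4 fell from 24.3 ± 3.30 to 6.93 ± 2.10 TPM. The 5 genes that were not DEGs here were WNT5A, ITGA2, IRS2, FGF7 and DCC. The control libraries of WNT5A spread widely, at 99.2 ± 55.6 TPM against 283 ± 61.9 TPM after rutaecarpine, and its log2 fold change of 1.70 (standard error 0.50) had an adjusted p of 0.0863 from limma with Benjamini-Hochberg adjustment. The adjusted p was 0.137 for ITGA2, 0.0574 for FGF7 and 0.0848 for DCC by the same limma and Benjamini-Hochberg procedure. IRS2 had an adjusted p of 0.0357 in limma with Benjamini-Hochberg adjustment but a log2 fold change of 0.94. ITGB3 was a DEG with all 6 libraries and in none of the fits that left out 1 of them, where its log2 fold change lay between 0.79, without control replicate 3, and 1.26. WNT5B was a DEG in 1 of those 6 fits, that without rutaecarpine replicate 2, with log2 fold changes from -1.20 to -0.89.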

We found that there are 20 genes among the 85 migration-related genes belonging to the cancer-related cluster. Among the 20 candidate genes, 14 representative genes were validated using qPCR analysis, including IL24, GREM1, CYP1B1, IGFBP3, F3, SPRY2, CDK1, COL1A2, ACTA2, ID1, TMSB4X, SDC1, NR2F1, and COL1A1 (Table 4). 

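All 14 genes of Table 4 were DEGs in the deposited TPM values, 6 up-regulated and 8 down-regulated, in the directions the paper gives. Adjusted over the list alone, 14 of 14 were also DEGs, and the list was chosen by the study on these samples. The control and rutaecarpine libraries did not overlap for any of the 14 genes, which is not independent evidence for the same reason. Supplementary Tables 1 and 2 mark 7 of the 14 as belonging to the cancer-related cluster.
IL24 (ENSG00000162892) had a TPM of 2.39 ± 0.32 (SD, n = 3) in the control group and 75.8 ± 4.81 (SD, n = 3) after rutaecarpine. Its log2 fold change was 4.50 (standard error 0.13, adjusted p = 2.0e-05 from limma with Benjamini-Hochberg adjustment) and stayed between 4.44 and 4.57 when each library was left out in turn. The other up-regulated genes changed less. GREM1 rose from 46.7 ± 15.3 to 341 ± 30.6 TPM, CYP1B1 from 70.0 ± 23.6 to 390 ± 47.3 TPM, SPRY2 from 42.6 ± 8.89 to 115 ± 1.85 TPM and IGFBP3 from 599.9 ± 125 to 1546 ± 76.1 TPM. F3 rose from 51.1 ± 21.2 to 124 ± 8.34 TPM, a log2 fold change of 1.36 (standard error 0.32, adjusted p = 0.0418 from limma with Benjamini-Hochberg adjustment). F3 was a DEG in 1 of the 6 fits that each left out 1 library, with log2 fold changes from 0.96 to 1.58, the lowest without control replicate 3.
Among the down-regulated genes, ID1 had the largest fall, from 56.9 ± 1.28 to 13.7 ± 2.04 TPM, a log2 fold change of -1.99. TMSB4X, the most abundant of the 14, fell from 5954 ± 835 to 2212 ± 192 TPM. The collagen genes COL1A2 and COL1A1 fell from 359 ± 19.0 to 154 ± 6.06 TPM and from 296 ± 22.9 to 131 ± 11.6 TPM. SDC1 fell from 49.7 ± 0.66 to 21.7 ± 0.69 TPM, CDK1 from 59.5 ± 10.0 to 25.4 ± 0.93 TPM and ACTA2 from 26.5 ± 1.94 to 11.0 ± 0.24 TPM. NR2F1 fell from 188 ± 29.9 to 89.5 ± 5.64 TPM, with a log2 fold change of -1.05 that became -0.96 without control replicate 1, where the gene was no longer a DEG.
In the Discussion, the paper reasons that knockdown of IL24 reversed the inhibition of migration only in part, and it proposes as a possibility that other migration-related genes downstream of AhR might take part, with the other 13 genes as candidates that might supplement IL24. The migration assay with IL24 knockdown used lower concentrations of rutaecarpine than the RNA-Seq.

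**Figure D2:**
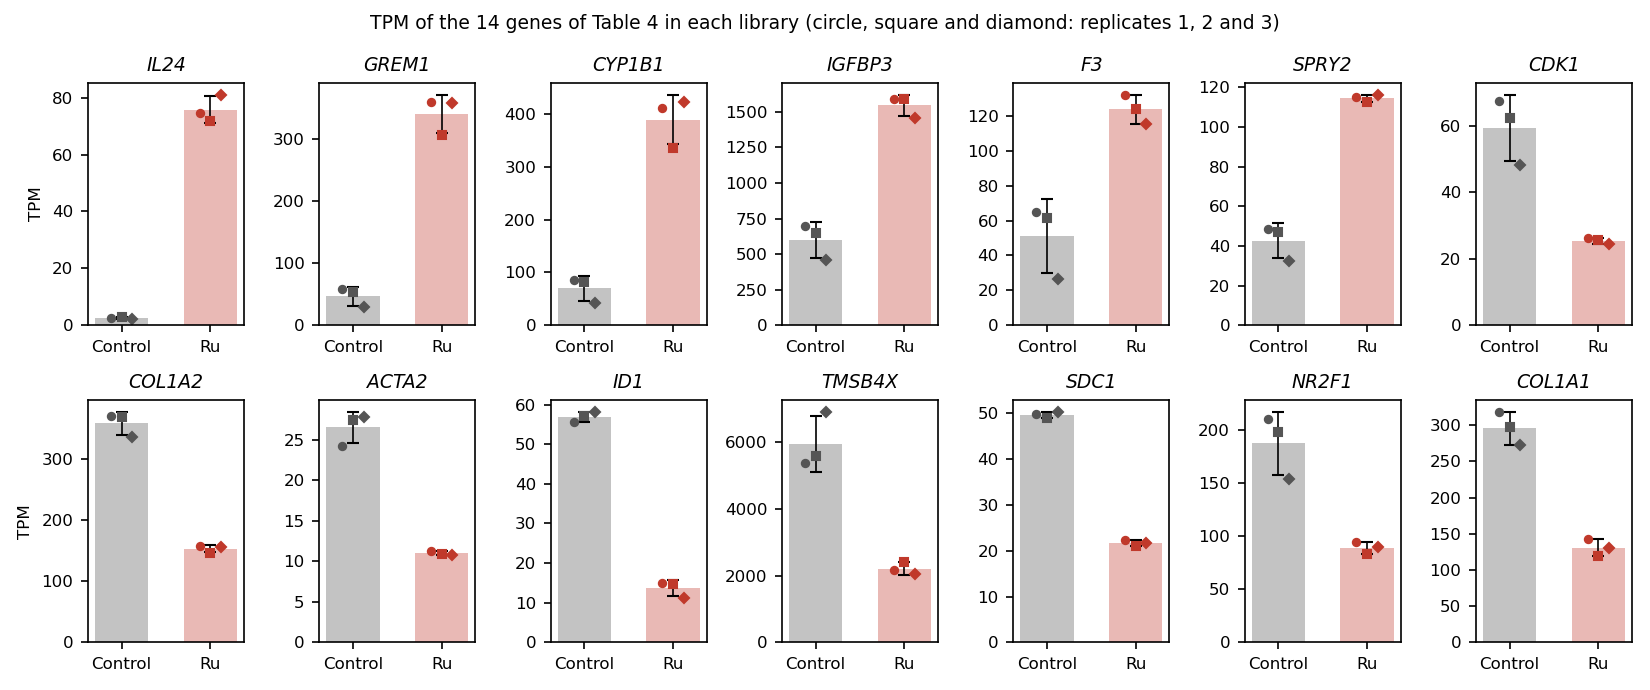
TPM (y axis, from 0, a separate scale for each gene) of the 14 genes of Table 4 in control cells (grey) and cells treated with rutaecarpine (Ru, red). Bars are means of 3 libraries, error bars are SD, and circles, squares and diamonds are replicates 1, 2 and 3; in every gene the 3 treated libraries lie apart from the 3 control libraries, and control replicate 3 is the lowest control for all 6 up-regulated genes.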

By qPCR analysis, we found the alterations in the gene expression were consistent with that of RNA-seq, in which *t*-test was used in the comparison of each gene (Figure 8). Moreover, prediction of putative DRE site(s) was performed on these 14 validated gene promoters to evaluate their potential for responding to AhR activation. 

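On the RNA-Seq side of the comparison, the fold changes on the log2(TPM + 1) scale were between 0.887 and 1.10 times those of Table 4 for the 14 genes. The plain ratios of the mean TPM were between 1.03 and 1.24 times those of Table 4. GAPDH (ENSG00000111640), the internal control of the qPCR, had a TPM of 11555 ± 575 (SD, n = 3) in the control group and 10448 ± 518 (SD, n = 3) after rutaecarpine. All 3 rutaecarpine libraries lay below the 3 control libraries, and its log2 fold change was -0.15 (standard error 0.09, adjusted p = 0.360 from limma with Benjamini-Hochberg adjustment). The qPCR values were not analysed here.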

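The methods of the paper place the promoters in the 2000 bp upstream of the coding sequence. In the GENCODE release 29 annotation on GRCh38, which was used here for positions and need not be the annotation the authors used, this stretch holds different parts of the 14 genes. It was taken upstream of the start codon of 1 reference transcript per gene. It reaches past the transcription start of that transcript for 12 genes and lies wholly within it for GREM1 and ACTA2. For CYP1B1 and SPRY2, the stretch lies within the span of the gene as a whole, because another transcript of each starts farther upstream. Distances are to the start of the reference transcript. The start codon lies in exon 1 for 7 genes and in exon 2 for 7 genes. The genome sequence was not used here, so the DRE sites themselves were not counted.
CYP1B1 lies on chromosome 2 on the minus strand, from 38066973 to 38109902, and its stretch from 38075389 to 38077388 holds 1207 bp upstream of the transcription start, 390 bp of intron and 403 bp of 5′ UTR. SDC1 also lies on the minus strand of chromosome 2, from 20200797 to 20225433, and its stretch from 20224868 to 20226867 holds 1755 bp upstream of the transcription start and 245 bp of 5′ UTR. ID1 is on chromosome 20 from 31605283 to 31606515, and 1895 bp of its stretch, from 31603388 to 31605387, lie upstream of the transcription start. IGFBP3 (chromosome 7, 45912245 to 45921874, minus strand), F3 (chromosome 1, 94529225 to 94541800, minus strand) and COL1A1 (chromosome 17, 50183289 to 50201632, minus strand) are similar, with 1866, 1836 and 1881 bp upstream of the transcription start and the rest in the 5′ UTR. For COL1A2 (chromosome 7, 94394561 to 94431232) and TMSB4X (chromosome X, 12975108 to 12977227), 1529 and 1396 bp lie upstream of the transcription start.
In NR2F1, CDK1, SPRY2, GREM1 and ACTA2 most of the stretch lies within the reference transcript. For NR2F1 (chromosome 5, 93583224 to 93594615), 313 bp lie upstream of the transcription start and 1687 bp in the 5′ UTR. For CDK1 (chromosome 10, 60778331 to 60794852), 288 bp lie upstream and 1570 bp in intron, and for SPRY2 (chromosome 13, 80335976 to 80340951, minus strand), 46 bp lie upstream and 976 bp in intron. For GREM1 (chromosome 15, 32717974 to 32745107), the start codon lies 12717 bp from the transcription start, and 1999 bp of the stretch from 32728691 to 32730690 are intron. For ACTA2 (chromosome 10, 88935074 to 88991339, minus strand) the distance is 3843 bp, and 1977 bp of the stretch from 88948931 to 88950930 are intron.

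**Figure D3:**
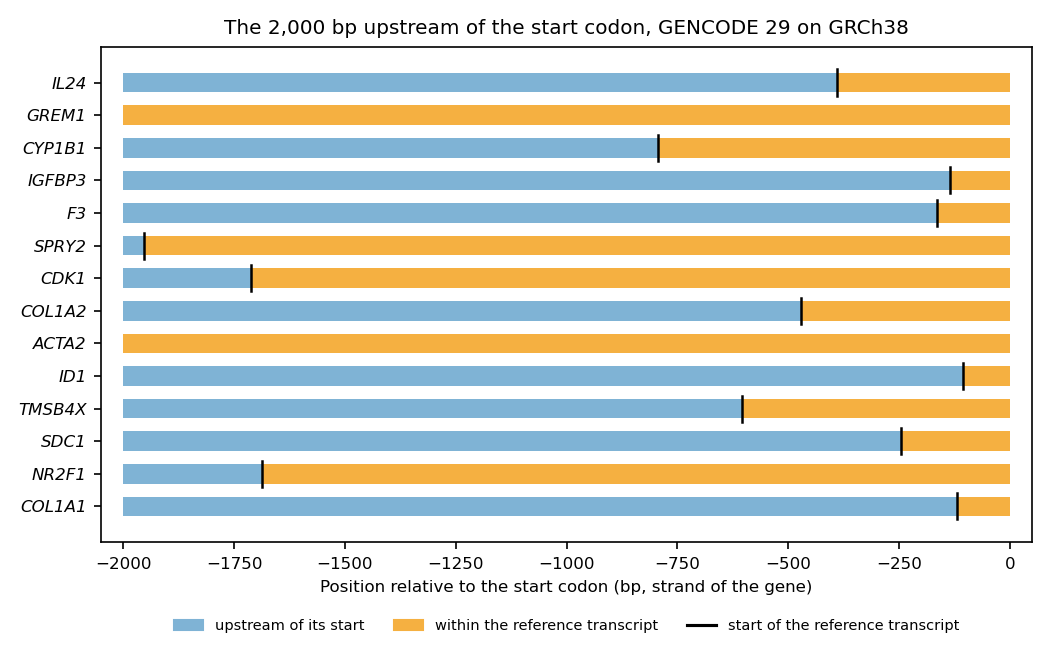
The 2000 bp upstream of the start codon (x axis, position in bp relative to the start codon, along the strand of the gene) of each of the 14 genes of Table 4 in GENCODE release 29 on GRCh38. Blue parts lie upstream of the transcription start of the reference transcript (black line) and orange parts within the reference transcript, which fills the whole bar for GREM1 and ACTA2.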

We found all expression-validated cancer and migration-related genes had at least one putative DRE(s) in their promoters, especially CYP1B1, ID1, and SDC1, which had 8, 5, and 6 putative DRE sites, respectively (Table 4). 

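IL24 lies on chromosome 1 on the plus strand, from 206897443 to 206904139 on GRCh38 (GENCODE release 29), and its reference transcript has 7 exons. The transcript starts at 206897444 and the start codon, in exon 2, begins at 206897833, 389 bp downstream. Of the 2000 bp upstream of the start codon, from 206895833 to 206897832, 1611 bp lie upstream of the transcription start, 115 bp in intron 1 and 274 bp in the 5′ UTR.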

One putative DRE site was found in the IL24 promoter, which has been identified to mediate TCDD-induced upregulation by chromatin immunoprecipitation analysis previously (Liu et al., 2021).

**TABLE 4:** Statistics of DRE sequences in 14 migration-related gene promoters.

Gene name	Gene ID	DRE number	Fold change	Function
IL24	11,009	1	25.57	Inhibit
GREM1	26,585	1	7.00	Inhibit
CYP1B1	1,545	8	5.36	Inhibit
IGFBP3	3,486	3	2.46	Inhibit
F3	2,152	1	2.35	Inhibit
SPRY2	10,253	3	2.60	Inhibit
CDK1	983	3	0.41	Promote
COL1A2	1,278	3	0.39	Promote
ACTA2	59	2	0.40	Promote
ID1	3,397	5	0.23	Promote
TMSB4X	7,114	2	0.34	Promote
SDC1	6,382	6	0.41	Promote
NR2F1	7,025	2	0.45	Promote
COL1A1	1,227	2	0.41	Promote

**FIGURE 8:**
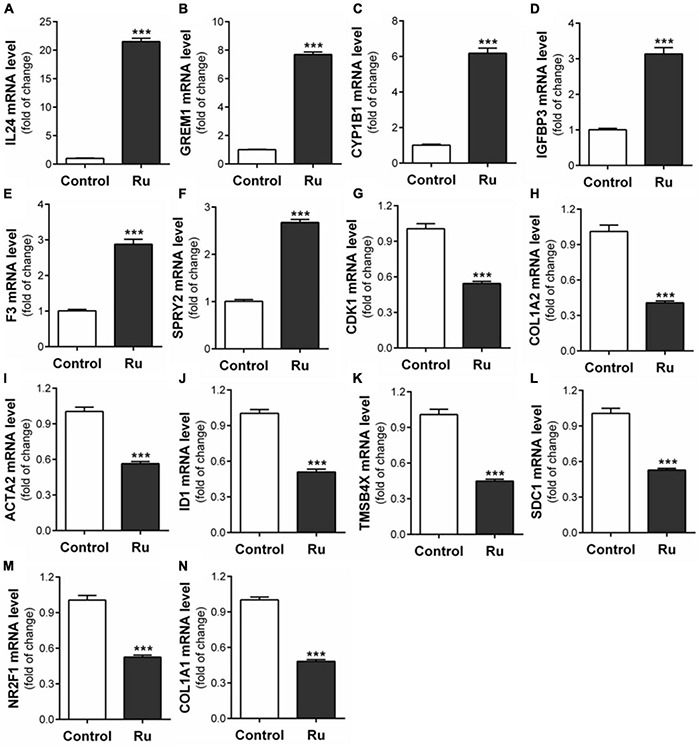
Verification of fourteen migration related genes in RNA-seq results. After U87 cells were treated with rutaecarpine for 48 h, the mRNA expressions of **(A)** IL24, **(B)** GREM1, **(C)** CYP1B1, **(D)** IGFBP3, **(E)** F3, **(F)** SPRY2, **(G)** CDK1, **(H)** COL1A2, **(I)** ACTA2, **(J)** ID1, **(K)** TMSBAX, **(L)** SDC1, **(M)** NR2F1, and **(N)** COL1A1 were determined by qPCR analysis. GAPDH was used as an internal control for quantification. ***p < 0.001 compared with control group. All values are fold of control that was treated with the solvent and represent the mean ± SEM (*n* = 3). SEM, standard error of the mean; Ru, rutaecarpine.

## Discussion

Evodiamine, dehydroevodiamine, and rutaecarpine are three major bioactive components of *Evodia rutaecarpine* (Zhang Y. et al., 2018; Zhang et al., 2020). Their effects on cardiovascular protection, hepatic lipid metabolism regulation, liver injury protection, degenerative neurological diseases improvement, and acute pancreatitis protection have been fully recorded (Yan et al., 2018; Tian et al., 2019; Li et al., 2020; Zhao B. et al., 2020). Recently, some studies have found that evodiamine and rutaecarpine also have anti-tumor activity *in vivo* and *in vitro* experiments, which can induce apoptosis and inhibit the proliferation, invasion, and metastasis of a variety of tumors (Ogasawara et al., 2001; Jiang and Hu, 2009; Yang et al., 2017). However, few studies about the effect of these three bioactive components on glioblastoma was reported. In our research, we found that rutaecarpine, but not evodiamine and dehydroevodiamine, can upregulate the expression of IL24 by activating the AhR signaling pathway, thereby inhibiting the migration of glioblastoma.

Chemotherapy is widely used in the clinical treatment of cancer (MacDonald, 2009). Cancer chemotherapy drugs such as temozolomide and semustine have strong toxicity, which can kill tumor cells and damage normal cells at the same time, leading to a high incidence of complications (Nadége et al., 2002). What makes it worse is that tumor cells could be resistant to most chemotherapy drugs and targeted drugs during long-term chemotherapy. The drug resistance is intrinsic or acquired which limits the effectiveness of chemotherapy and increases the mortality of patients (Longley and Johnston, 2005; Brian et al., 2012). In recent years, some new drugs and adjuvant therapies have been reported. For example, Lakshmi et al. (2019) loaded paclitaxel onto multifunctional nanoparticles for the targeted treatment of glioblastoma. Chemotherapy combined with curcumin or other natural compounds can effectively improve the drug sensitivity of glioblastoma and enhance the tumor inhibitory effect of TMZ (Yin et al., 2014; Liu et al., 2020). Compared with the widely used aggressive cancer chemotherapy drugs, the main advantage of natural compounds such as paclitaxel and curcumin is their low biological toxicity. Meanwhile, a large number of *in vitro* experiments have confirmed that they have potential anti-tumor effects on a series of malignant tumors (Wang et al., 2020). Many natural compounds can resist drug resistance by regulating drug-resistant proteins and targeting non-apoptotic cell death (Yuan et al., 2017). In addition, many natural compounds have good tolerance to patients and will not cause toxic effects even in high doses, thus, they have been put into the clinical test of cancer therapy (Packer et al., 1997; Rejhová et al., 2018; Shroff et al., 2019). Ogasawara et al. (2001) studied the effects of 75 natural compounds on the migration and proliferation of colon cancer 26-L5 cells *in vitro*. They found that rutaecarpine (100 μg/mL) can inhibit the migration of tumor cells by about 30–40% without cell cytotoxic effects, which is the most effective one in all selected compounds. These findings suggest that rutaecarpine might be a potential candidate for developing new anti-tumor drug(s) (Ogasawara et al., 2001).

Although rutaecarpine exhibits promising anti-tumor effects in certain types of tumors, including breast and liver cancer (Guo et al., 2016), its anti-tumor action mechanism is still not clear. In this study, we found new evidence showing that rutaecarpine also has inhibitory effects on human glioblastoma cell migration, and the activation of AhR which triggers the AhR-IL24 anti-migratory axis is an important action mechanism for the anti-migratory effects. To our knowledge, these results provide new evidence for rutaecarpine’s anti-tumor effects and underlining mechanisms. Furthermore, the activation of AhR by rutaecarpine leads to the induction of the AhR-IL24 anti-migration axis, which may be an important mechanism for its anti-glioblastoma effects. Regarding the interaction of rutaecarpine with AhR, we provide both theoretical and experimental evidence demonstrating that rutaecarpine is a promising natural stimulant of mouse and human AhR. The results of molecular docking simulation showed that rutaecarpine was capable to interact with AhR, which is consistent with the molecular docking results of Zhang Y. et al. (2018). The binding mode of rutaecarpine is through interaction with residues outside the binding site instead of getting into the binding pocket of AhR. According to our data and others (Zhang Y. et al., 2018), a similar interaction model with AhR has been found for the well-known AhR agonist FICZ, which has a large spatial structure as that of rutaecarpine. We also provided experimental evidence to support the interaction between rutaecarpine and AhR in mouse hepatoma cells using the well-established DRE-driven reporter gene assay (Zhang S. et al., 2018), as well as in human glioblastoma cells *via* determination of the classical AhR responsive gene CYP1B1. In line with our findings, rutaecarpine has been found to AhR-dependently induce the downstream gene expression in human hepatoma cells and keratinocytes (Han et al., 2009; Haarmann-Stemmann et al., 2010). These findings suggest that the activation of AhR by rutaecarpine is not solely occurring in the glioblastoma cells. Compared with other structurally related compounds, such as evodiamine and dehydrogenated evodiamine, we found rutaecarpine has the strongest AhR activation effects. Zhang Y. et al. (2018) also reported that rutaecarpine has a better activation effect than the other two kinds of evodia-derived compounds, evodiamine, and dehydroevodiamine. With the promising interaction with human AhR, we further demonstrated that rutaecarpine exerted its anti-migratory function in an AhR-dependent manner by using the AhR knockdown study. The responsive gene downstream AhR pathway that participates in the anti-migratory effect of rutaecarpine is another key issue to reveal the action mechanism. Recently, the regulatory role of the AhR-IL24 axis in the anti-migratory effect of TCDD on glioblastoma, breast cancer, and lung cancer cells has been documented (Liu et al., 2021). Based on the present results and known effects of IL24 on tumors, we propose an important role of IL24 in the effect of rutaecarpine and emphasize the notion that IL24 was one of the major downstream genes of the AhR pathway responsible for the inhibition of U87 migration. With its AhR activity in multiple human cancer cells, rutaecarpine may cause AhR-dependent regulation on cell migration in other cancer cell types, which is worthy of further investigations. As supportive evidence for this hypothesis, it has been demonstrated that apart from the U87 human glioblastoma cell, the TCDD-induced AhR-IL24 axis plays role in the anti-migratory effects in human breast cancer and lung cancer cells (Liu et al., 2021).

In this study, we found dose-dependent induction of IL24 by rutaecarpine treatment in U87 cells which was mostly due to the activation of AhR. Different from the case of TCDD, we found that the inhibition of cell migration caused by rutaecarpine was reversed by ∼60% after the IL24 knockdown. Considering the ∼70% efficiency of IL24 siRNA, we proposed a possibility that other migration-related AhR downstream genes might be involved. With the bioinformatic analysis, we obtained 13 more candidate genes besides IL24 from the RNA-seq data, which might serve as supplements of IL24 that contribute to the AhR-dependent mechanism for the anti-migration effects of rutaecarpine. However, the detailed regulation mechanism and interaction network for these genes still need further investigation.

IL24 is a pleiotropic immune cytokine in the IL10 family, as well as a broad-spectrum tumor suppressor (Deng et al., 2021), which can induce apoptosis, inhibit angiogenesis, block metastasis and increase the sensitivity of radiotherapy and chemotherapy without affecting the normal cells (Mohammad et al., 2019). Therefore, many scientists regard IL24 as a promising molecular therapy for cancers and apply it in the phase I clinical trial (Cunningham et al., 2005). The anti-tumor activity of IL24 is mainly attributed to endogenous gene expression (Mohammad et al., 2019). The evidence shows that overexpression of IL24 has been found to inhibit the migration of pancreatic cancer, lung cancer, neuroblastoma, and hepatocellular carcinoma cells (Zhuo et al., 2013; Han et al., 2015; Janani et al., 2015; Jia et al., 2016). Emerging evidence has shown the relationship between IL24 and AhR. According to gene expression profile analysis, Luo et al. (2017) found that IL24 was the most highly inducible gene among the cytokines regulated by AhR after activating AhR in the lung adenocarcinoma cell line CL5 with benzo[a]pyrene (BaP), and it could be blocked by AhR antagonists. Liu et al. (2015) identified the AhR-dependent transcriptional upregulation of the IL24 gene in normal human chorionic villi. TCDD, FICZ, and tapinarof also can activate the expression of IL24 through AhR in various cell types (Vu et al., 2020). Besides IL24 and CYP1B1, we also found other migration-related genes that may be regulated by AhR through transcriptome sequencing and DRE analysis. They may participate in the regulation of U87 cell migration and serve as potential downstream responsive gene(s) of the AhR pathway in human glioblastoma cells. It can also explain why the inhibition of rutaecarpine on cell migration cannot be completely blocked after IL24 knockdown.

AhR activity is necessary to maintain normal cell functioning. It participates in a variety of physiological activities including cell adhesion and migration which are of great importance to tumor progression. However, the effects of AhR on cell migration are diverse in different cell types, so it is difficult to define whether AhR is a tumor promoter or a suppressor (Pedro, 2010). For example, Contador-Troca et al. (2013) found that AhR in melanoma blocks the growth and metastasis of melanoma cells, while it supports the development of melanoma when AhR was expressed in the stroma, so they proposed that AhR might be involved in the tumor-stroma interaction in melanoma. In glioma or glioblastoma, AhR expression has been positively related to malignancy and tumor promotion (Silginer et al., 2016; Anthony et al., 2018). We previously proposed that basal level activation of AhR can maintain the high motility of human glioblastoma cells, and the exogenous AhR ligands, such as TCDD and rutaecarpine, can competitively bind to AhR to weaken or eliminate the effect of the endogenous ligands and lead to the inhibiting effect on cell migration ability (Liu et al., 2021). However, the endogenous ligand(s) responsible for the basal activation of AhR remains a mystery in glioblastoma cells. On the other hand, in terms of the constitutive expression of AhR, we also demonstrated that glioblastoma cells with higher constitutive AhR expression had higher migration ability (Liu et al., 2021). Such a positive correlation between the expression of AhR and the migration ability of glioblastoma cells was also found upon the activation AhR signaling pathway, in which the cell migration ability was decreased with a reduction in AhR mRNA expression (Liu et al., 2021). Consistent with these findings, in AhR knockout cells, no matter with or without AhR ligands, the migration ability was reduced compared to NC groups (Figure 5; Liu et al., 2021). Therefore, based on our data and others, the constitutive expression of AhR has multiple tumors promoting effects in certain glioma and glioblastoma cells. AhR exhibits diverse regulatory roles in different types of tumors or upon activation by diverse ligands. It has been reported that TCDD, BAP, pyocyanin, indoxyl sulfate, and other agonists can induce the migration and invasion of human breast cancer MDA-MB-231, Hs578T, SUM149 cells, oral squamous cell carcinoma *via* activating the AhR signaling pathway (Stanford et al., 2016; Narasimhan et al., 2018; Shadboorestan et al., 2019). While agonists 2-(1H-indole-3-carbonyl)-thiazole-4-carboxylic acid methyl ester (ITE), omeprazole, glyceolin I, glyceolin II can target AhR to limit the expression of migration regulatory factors MYH9, CXCL12, CXCR4, MMP9, CDH2, CCL2 and inhibit the migration and proliferation of glioblastoma or human breast cancer cells (Hall et al., 2010; Pham et al., 2020; Zhao L. et al., 2020). Notably, the influences of AhR on tumors are tissue or ligand-specific. However, in U87 cells, activation of AhR by TCDD, FICZ or rutaecarpine, resulted in similar migration inhibition, which might rely on the similar mechanism upon the different AhR activation. However, the AhR expression is variable in different glioblastoma cells (Jin et al., 2019). The AhR expression in U87 cells might be different from other glioblastoma cells, such as U-251 based on the database information^7^ and A172 based on our own data (data not shown), in which there is almost no AhR expression. Therefore, the AhR-dependent mechanism reported in this study may not exist in glioblastoma cells that express very little or no AhR. Given the importance of AhR in rutaecarpine-induced effects in U87 cells, if this compound has similar anti-migratory effects in the glioblastoma cells expressing less AhR is still unclear. We speculate that is most likely beyond the AhR-dependent issue. Based on the relatively high expression of AhR in highly malignant glioblastoma from the histopathology study (Gramatzki et al., 2009), we consider U87 as a representative of such high-level AhR-expressing malignant glioblastoma and emphasize the plausibility of considering rutaecarpine as a potential anti-migratory compound in the malignant glioblastoma cells with high-level AhR expression. In this context, AhR and IL24 might be used as composite targets for screening anti-tumor migration compounds in there.

In conclusion, we found that rutaecarpine is a natural compound with AhR activation activity, which can inhibit the migration of U87 human glioblastoma cells by activating the AhR signaling pathway and inducing the expression of downstream tumor suppressor IL24. At the same time, rutaecarpine can also regulate other migration and tumor-related gene expression which might be potentially regulated by AhR. As a promising naturally derived AhR agonist, rutaecarpine was proposed as a potential candidate for developing drugs against glioblastoma migration, particularly those with high AhR expression. Meanwhile, we propose AhR and IL24 as composite targets for screening anti-glioblastoma migration compounds.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183606.

## Author Contributions

YL was responsible for experimental design, experimental operation, data curation and writing—original draft preparation. YC and RZ were responsible for the experimental operation and manuscript preparation. LX, HX, and BZ were jointly responsible for conceptualization, supervision, and writing—review and editing. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Rutaecarpine Inhibits U87 Glioblastoma Cell Migration by Activating the Aryl Hydrocarbon Receptor Signaling Pathway
**Source:** Front Mol Neurosci. 2021 Dec 9;14:765712. doi: 10.3389/fnmol.2021.765712
**Supplement:** Supplementary file 1

## Supplementary Material

### 1 Supplementary Figures and Tables

#### 1.1 Supplementary Figures

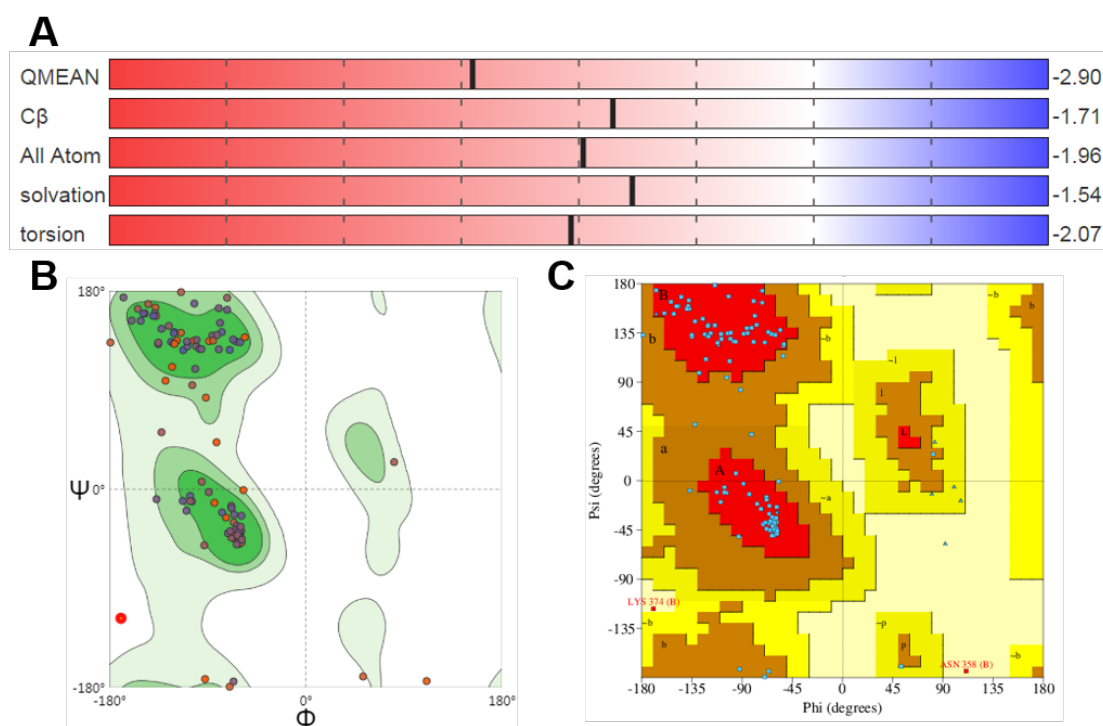

**Supplementary Figure 1.** Quality evaluation of homologous modeling. (A) The quality of homologous modeling was evaluated by online analysis tool SWISS-MODEL. (B) (C) Ramachandran diagram of protein structure.

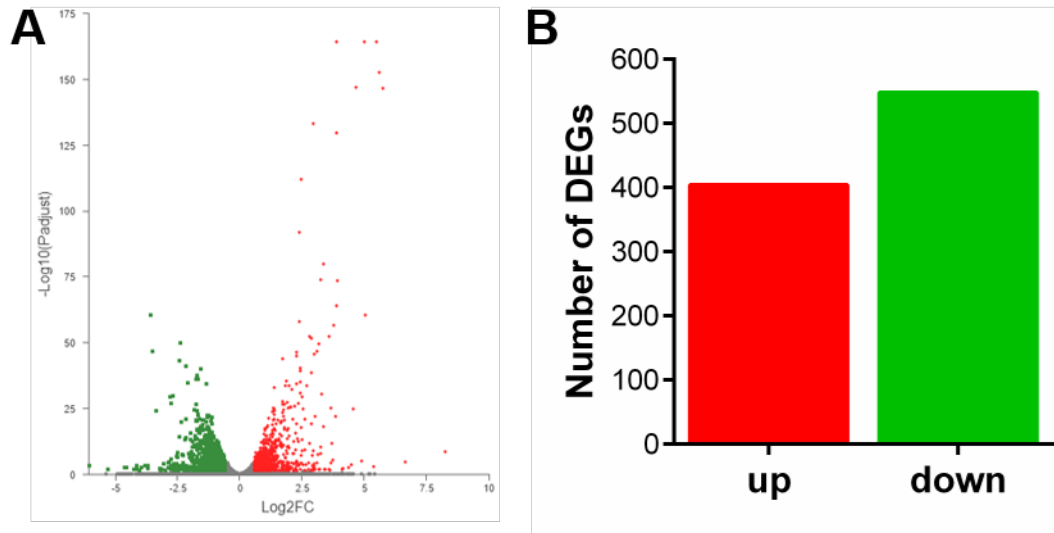

**Supplementary Figure 2.** Statistics of differentially expressed genes. (A) Differentially expressed genes (DEGs) between different treatment groups. The horizontal axis indicates expression changes (log) of the genes in different treatment groups while the vertical axis shows the differences of gene expression. Splashes were for different genes, among which grey dots were genes with no significant discrepancy, red dots were genes significantly up-regulated and green dots were significantly down-regulated genes. (B) Number of differentially expressed genes (DEGs) at adjusted  $p \leq 0.05$ , and  $|\log_2fc|$  fold change  $\geq 1$ : Within and between genotype comparisons for U87 cells with and without rutaecarpine treatment.

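The number of DEGs in the deposited TPM values at these thresholds depended on each step. An unadjusted p under 0.05 was reached by 3506 of the genes tested with limma. After Benjamini-Hochberg adjustment, 830 genes had an adjusted p of at most 0.05 but an absolute log2 fold change of at most 1. When limma tested the fold change against 1.2-fold in place of no change, with the other thresholds kept, 403 genes were DEGs. With no filter on low TPM, 29330 genes were tested and 386 were DEGs. With a pseudocount of 0.1 in place of 1, which shrinks weakly expressed genes less, 570 were DEGs. Of the DEGs with a gene type in GENCODE release 29, 431 of 501 were protein coding.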

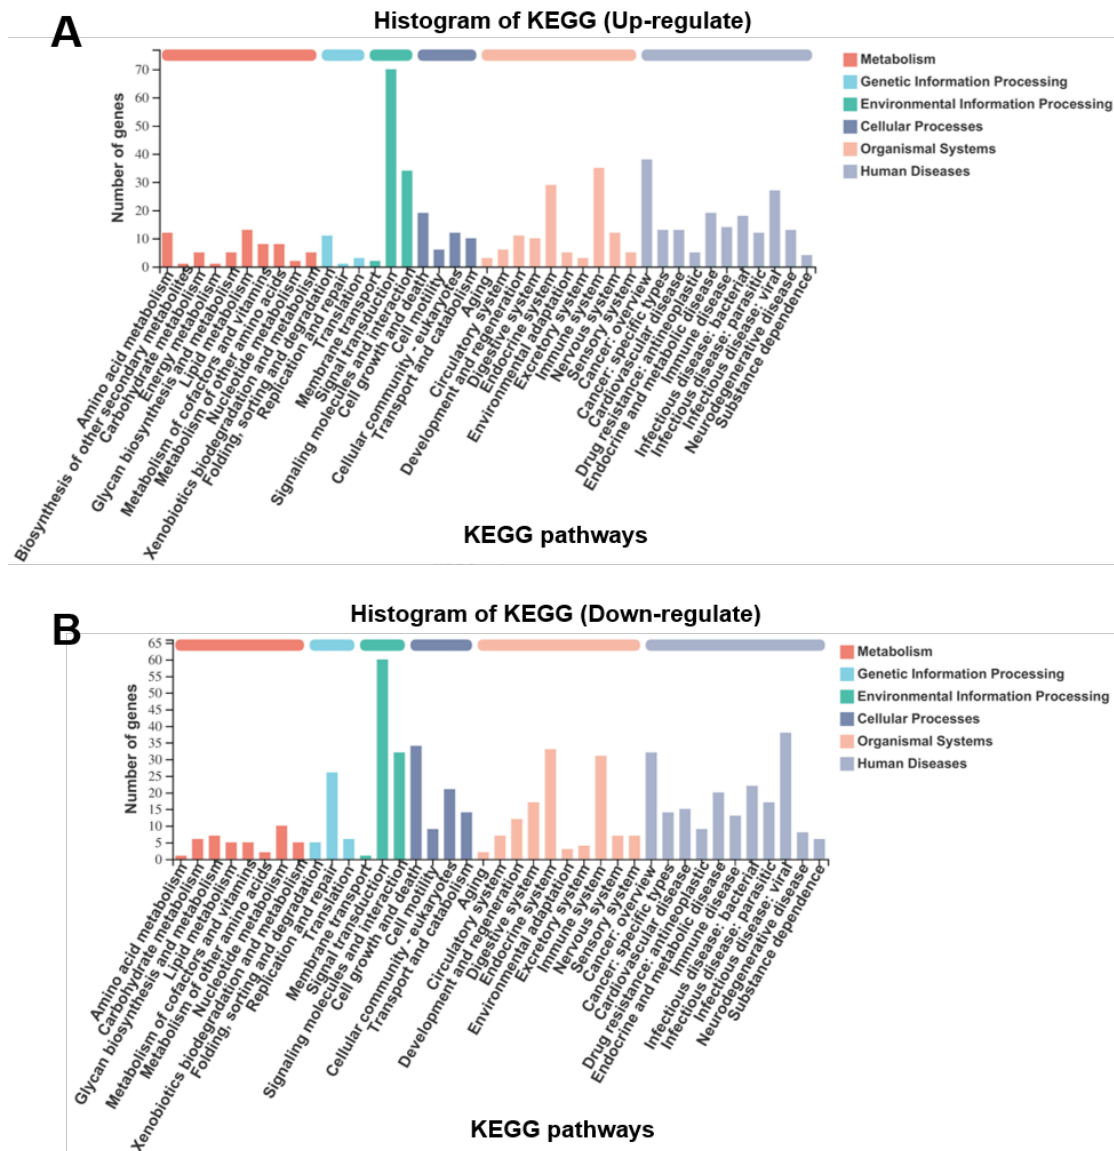

**Supplementary Figure 3.** KEGG classification and pathway enrichment of DEGs.

## 1.2 Supplementary Tables

**Supplementary Table 1.** Up-regulated differentially expressed genes associated with migration.

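Supplementary Table 1 gives, for each up-regulated migration-related gene, a fold change from the RNA-Seq data and a reported effect on migration. The effect is promoting, inhibiting, both (WNT5A alone) or not assigned. In the deposited TPM values the log2 fold changes of the 35 genes ranged from 0.15 to 5.08 with a median of 1.47. The 5 genes that were not DEGs by limma were WNT5A, ITGA2, IRS2, CEMIP2 and SRGAP3. CEMIP2 rose from 3.22 ± 0.57 TPM (SD, n = 3) to 6.83 ± 1.09 TPM (SD, n = 3), which is a log2 fold change of 0.89 on the log2(TPM + 1) scale. SRGAP3 (ENSG00000196220) had 6.88 ± 1.70 TPM in the control group and 7.63 ± 0.61 TPM after rutaecarpine, so its groups were not apart. Across the 85 genes of both supplementary tables, the log2 fold changes correlated with the log2 of the paper's fold changes with a Pearson's r of 0.985 (95% confidence interval 0.978 to 0.991) and a Spearman's rho of 0.928. The genes are not independent replicates, so the interval does not measure reproducibility. Both sets of fold changes come from the same libraries, and the paper chose the genes for a large change in either direction. A high correlation was thus partly built in. The median absolute difference between the fold changes was 0.135 on the log2 scale, and 0.0926 with a pseudocount of 0.1.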

| mRNAs       | Fold change | Function               | mRNAs  | Fold change | Function                        |
|-------------|-------------|------------------------|--------|-------------|---------------------------------|
| IL1 $\beta$ | 32.29       | Promote <sup>[1]</sup> | SLC3A2 | 2.83        | Promote <sup>[17]</sup>         |
| IL24        | 25.57       | Inhibit <sup>[2]</sup> | SSH1   | 2.77        | Promote <sup>[18]</sup>         |
| PTGS2*      | 15.03       | Promote <sup>[3]</sup> | WNT5A* | 2.70        | Inhibit/Promote <sup>[19]</sup> |
| CCL20       | 8.61        | Promote <sup>[4]</sup> | SPRY2* | 2.60        | Inhibit <sup>[20]</sup>         |
| GREM1       | 7.00        | Inhibit <sup>[5]</sup> | LPXN   | 2.58        | Promote <sup>[21]</sup>         |
| THBS1*      | 6.16        | Promote <sup>[6]</sup> | ICAM1  | 2.51        | Promote <sup>[22]</sup>         |

|            |      |                         |         |      |                         |
|------------|------|-------------------------|---------|------|-------------------------|
| CYP1B1*    | 5.36 | Inhibit <sup>[7]</sup>  | IGFBP3* | 2.46 | Inhibit <sup>[23]</sup> |
| FGF2*      | 4.92 | Promote <sup>[8]</sup>  | F3      | 2.35 | Inhibit <sup>[24]</sup> |
| CARD10     | 3.96 | Promote <sup>[9]</sup>  | SLC7A5  | 2.28 | Promote <sup>[25]</sup> |
| AL390719.1 | 3.77 | /                       | SFRP2   | 2.28 | Inhibit <sup>[26]</sup> |
| HSPA5      | 3.75 | Promote <sup>[10]</sup> | ITGA2*  | 2.21 | Promote <sup>[27]</sup> |
| SLC7A11    | 3.63 | Inhibit <sup>[11]</sup> | CEMIP2  | 2.16 | Promote <sup>[28]</sup> |
| MMP1*      | 3.50 | Promote <sup>[12]</sup> | MMP14   | 2.13 | Promote <sup>[29]</sup> |
| HAS2       | 3.39 | Promote <sup>[13]</sup> | NFE2L2* | 2.11 | /                       |
| NTN4       | 3.14 | Inhibit <sup>[14]</sup> | BEX4    | 2.06 | /                       |
| ITGA11     | 3.13 | Promote <sup>[15]</sup> | IRS2*   | 2.05 | Promote <sup>[30]</sup> |
| SRGAP3     | 3.00 | /                       | ITGB3*  | 2.05 | Promote <sup>[31]</sup> |
| ITGB8      | 2.87 | Promote <sup>[16]</sup> |         |      |                         |

\* is the genes in the intersection of the two gene sets described as result section 3.5. The references in this table are shown in the end of this supporting information.

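For the 50 genes that the paper lists as down-regulated and related to migration, the log2 fold changes in the deposited TPM values ranged from -2.57 to 0.08 with a median of -1.08. The lowest was that of IGFBP5 (ENSG00000115461), which fell from 10.4 ± 2.31 TPM (SD, n = 3) to 0.893 ± 0.248 TPM (SD, n = 3). An adjusted p of at most 0.05 from limma was reached by 36 of the 50 genes, and by 32 of the 35 up-regulated genes. The reported effects on migration were spread over both directions. Of the genes listed only as promoting migration, 21 rose and 31 fell, and of those listed only as inhibiting it, 10 rose and 9 fell. The 10 include ATOX1, which the paper lists as down-regulated and whose log2 fold change was close to 0. The odds ratio was 0.610 (p = 0.423, two-sided Fisher's exact test), and 0.753 with ATOX1 counted as the paper lists it (p = 0.601, two-sided Fisher's exact test), a count chosen after seeing the data. With the test limited to DEGs, the numbers were 18 and 21 for promoting genes and 9 and 4 for inhibiting genes, with an odds ratio of 0.381 (p = 0.205, two-sided Fisher's exact test).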

**Supplementary Table 2.** Down-regulated differentially expressed genes associated with migration.

| mRNAs     | Fold change | Function                | mRNAs    | Fold change | Function                |
|-----------|-------------|-------------------------|----------|-------------|-------------------------|
| IGFBP5    | 0.08        | Inhibit <sup>[32]</sup> | SDC1*    | 0.41        | Promote <sup>[51]</sup> |
| EFEMP1    | 0.19        | Promote <sup>[33]</sup> | COL1A1*  | 0.41        | Promote <sup>[52]</sup> |
| ID1       | 0.23        | Promote <sup>[34]</sup> | CDK1*    | 0.41        | Promote <sup>[53]</sup> |
| VCAM1     | 0.27        | Promote <sup>[35]</sup> | EPHA2    | 0.41        | Promote <sup>[54]</sup> |
| LAMA4*    | 0.29        | Promote <sup>[36]</sup> | WNT5B*   | 0.41        | Promote <sup>[55]</sup> |
| CD24      | 0.30        | Promote <sup>[37]</sup> | FBXO5    | 0.41        | Inhibit <sup>[56]</sup> |
| IGKV1OR-2 | 0.30        | /                       | FAM83D   | 0.42        | Promote <sup>[57]</sup> |
| CCN2      | 0.30        | Promote <sup>[38]</sup> | WWC1     | 0.43        | Inhibit <sup>[58]</sup> |
| ANGPT1    | 0.31        | Promote <sup>[39]</sup> | ANLN     | 0.44        | Promote <sup>[59]</sup> |
| WDR63     | 0.31        | Inhibit <sup>[40]</sup> | NR2F1    | 0.45        | Promote <sup>[60]</sup> |
| ASTN2     | 0.31        | /                       | MYLK     | 0.46        | Promote <sup>[61]</sup> |
| CORO1A    | 0.33        | Promote <sup>[41]</sup> | ACTL8    | 0.46        | Promote <sup>[62]</sup> |
| TMSB4X    | 0.34        | Promote <sup>[42]</sup> | GTSE1    | 0.46        | Promote <sup>[63]</sup> |
| FGF7*     | 0.35        | Promote <sup>[43]</sup> | PTN      | 0.46        | Promote <sup>[64]</sup> |
| DCC*      | 0.36        | /                       | ARHGEF39 | 0.47        | Promote <sup>[65]</sup> |
| MATN2     | 0.37        | Promote <sup>[44]</sup> | SRPX2    | 0.48        | Promote <sup>[66]</sup> |
| FRMD5     | 0.39        | Inhibit <sup>[45]</sup> | PRAG1    | 0.48        | /                       |
| AMOTL2    | 0.39        | /                       | NTNG1    | 0.48        | /                       |
| ATOX1     | 0.39        | Inhibit <sup>[46]</sup> | FOXG1    | 0.48        | Promote <sup>[67]</sup> |
| PPARGC1A  | 0.39        | /                       | GPNMB    | 0.48        | Promote <sup>[68]</sup> |
| SCG2      | 0.39        | /                       | NR4A2    | 0.48        | Promote <sup>[69]</sup> |
| COL1A2*   | 0.39        | Promote <sup>[47]</sup> | PRR5L    | 0.48        | /                       |
| ACTA2     | 0.40        | Promote <sup>[48]</sup> | ADA      | 0.49        | Inhibit <sup>[70]</sup> |
| KANK1     | 0.40        | Inhibit <sup>[49]</sup> | FERMT1   | 0.50        | Promote <sup>[71]</sup> |
| PLK2      | 0.41        | Inhibit <sup>[50]</sup> | TMEFF2   | 0.50        | Inhibit <sup>[72]</sup> |

\* is the genes in the intersection of the two gene sets described as result section 3.5. The references in this table are shown in the end of this supporting information.

## References in Supplementary Table 1 and 2

- [1] Rébé C, Ghiringhelli F. Interleukin-1 $\beta$  and Cancer. *Cancers (Basel)*. 2020 Jul 4;12(7):1791.
- [2] Panneerselvam J, Jin J, Shanker M, Lauderdale J, Bates J, Wang Q, et al. IL-24 inhibits lung cancer cell migration and invasion by disrupting the SDF-1/CXCR4 signaling axis. *PLoS One*. 2015 Mar 16;10(3):e0122439.
- [3] Deng L, Feng D, Ling B. Cyclooxygenase-2 promotes ovarian cancer cell migration and cisplatin resistance via regulating epithelial mesenchymal transition. *J Zhejiang Univ Sci B*. 2020 Apr.;21(4):315-326.
- [4] Liu W, Wang W, Wang X, Xu C, Zhang N, Di W. Cisplatin-stimulated macrophages promote ovarian cancer migration via the CCL20-CCR6 axis. *Cancer Lett*. 2020 Mar 1;472:59-69.
- [5] Gu Q, Luo Y, Chen C, Jiang D, Huang Q, Wang X. GREM1 overexpression inhibits proliferation, migration and angiogenesis of osteosarcoma. *Exp Cell Res*. 2019 Nov 1;384(1):111619.
- [6] Liu X, Xu D, Liu Z, Li Y, Zhang C, Gong Y, Jiang Y, Xing B. THBS1 facilitates colorectal liver metastasis through enhancing epithelial-mesenchymal transition. *Clin Transl Oncol*. 2020 Oct;22(10):1730-1740.
- [7] Zhou D, Zhao X, Yu M, Xu Y, Fu C, Zheng K, et al. Anti-migration and anti-invasion effects of 2-hydroxy-6-tridecylbenzoic acid is associated with the enhancement of CYP1B1 expression through activating the AMPK signaling pathway in triple-negative breast cancer cells. *Nat Prod Res*. 2020 Aug 11;1-5.
- [8] Awan B, Turkov D, Schumacher C, Jacobo A, McEnerney A, Ramsey A, et al. FGF2 Induces Migration of Human Bone Marrow Stromal Cells by Increasing Core Fucosylations on N-Glycans of Integrins. *Stem Cell Reports*. 2018 Aug 14;11(2):325-333.
- [9] Peng L, He K, Cao Z, Bi L, Yu D, Wang Q, Wang J, et al. CARD10 promotes the progression of renal cell carcinoma by regulating the NF- $\kappa$ B signaling pathway. *Mol Med Rep*. 2020 Jan;21(1):329-337.
- [10] Luo X, Yao J, Nie P, Yang Z, Feng H, Chen P, et al. FOXM1 promotes invasion and migration of colorectal cancer cells partially dependent on HSPA5 transactivation. *Oncotarget*. 2016 May 3;7(18):26480-95.
- [11] Polewski M D, Reveron-Thornton R F, Cherryholmes G A, Marinov G K, Aboody K S. SLC7A11 Overexpression in Glioblastoma Is Associated with Increased Cancer Stem Cell-Like Properties. *Stem Cells Dev*. 2017 Sep 1;26(17):1236-1246.
- [12] Li W, Zhou D, Sun L, Xiao L, Liu Z, Zhou M, et al. LncRNA WTAPP1 Promotes Migration and Angiogenesis of Endothelial Progenitor Cells via MMP1 Through MicroRNA 3120 and Akt/PI3K/Autophagy Pathways. *Stem Cells*. 2018 Dec;36(12):1863-1874.
- [13] Kim Y, Lee S, Shim S, Kim A, Park J, Jang W, et al. Hyaluronic acid synthase 2 promotes malignant phenotypes of colorectal cancer cells through transforming growth factor beta signaling. *Cancer Sci*. 2019 Jul;110(7):2226-2236.
- [14] Xu X, Yan Q, Wang Y, Dong X. NTN4 is associated with breast cancer metastasis via regulation of EMT-related biomarkers. *Oncol Rep*. 2017 Jan;37(1):449-457.
- [15] Ando T, Kage H, Matsumoto Y, Zokumasu K, Yotsumoto T, Maemura K, et al. Integrin  $\alpha$ 11 in non-small cell lung cancer is associated with tumor progression and postoperative recurrence. *Cancer Sci*. 2020 Jan;111(1):200-208.
- [16] Malric L, Monferran S, Delmas C, Arnauduc F, Dahan P, Boyrie S, et al. Inhibiting Integrin  $\beta$ 8 to Differentiate and Radiosensitize Glioblastoma-Initiating Cells. *Mol Cancer Res*. 2019 Feb;17(2):384-397.
- [17] Liang J, Sun Z. Overexpression of membranous SLC3A2 regulates the proliferation of oral squamous cancer cells and affects the prognosis of oral cancer patients. *J Oral Pathol Med*. 2021 Apr;50(4):371-377.
- [18] Song X, Xie D, Xia X, Tan F, Pei Q, Li Y, et al. Role of SSH1 in colorectal cancer prognosis and tumor progression. *J Gastroenterol Hepatol*. 2020 Jul;35(7):1180-1188.
- [19] Prasad C P, Chaurasiya S K, Guilmain W, Andersson T. WNT5A signaling impairs breast cancer cell migration and invasion via mechanisms independent of the epithelial-mesenchymal transition. *J Exp Clin Cancer Res*. 2016 Sep 13;35(1):144.
- [20] Xu Y, Liu H, Liu Z, Pan C, Yang X, et al. Sprouty2 suppresses progression and correlates to favourable prognosis of intrahepatic cholangiocarcinoma via antagonizing FGFR2 signalling. *J Cell Mol Med*. 2018 Nov;22(11):5596-5606.

- [21] Sahu S N, Nunez S, Bai G, Gupta A, et al. Interaction of Pyk2 and PTP-PEST with leupaxin in prostate cancer cells. *Am J Physiol Cell Physiol*. 2007 Jun;292(6):C2288-96.
- [22] Lin J, Tsai J, Chao T, Ma H, Liu W. Musashi-1 Enhances Glioblastoma Migration by Promoting ICAM1 Translation. *Neoplasia*. 2019 May;21(5):459-468.
- [23] Fan X, Wang Y, Jiang T, Cai W, Jin Y, Niu Y, et al. B-Myb Mediates Proliferation and Migration of Non-Small-Cell Lung Cancer via Suppressing IGFBP3. *Int J Mol Sci*. 2018 May 16;19(5):1479.
- [24] Baraya Y, Wong K K, Yaacob N S. *Strobilanthes crispus* inhibits migration, invasion and metastasis in breast cancer. *J Ethnopharmacol*. 2019 Apr 6;233:13-21.
- [25] He T, Xiao Z, Xing Y, Yang H, Qiu H, Chen J. Tumor Suppressor miR-184 Enhances Chemosensitivity by Directly Inhibiting SLC7A5 in Retinoblastoma. *Front Oncol*. 2019 Nov 15;9:1163.
- [26] Li P, Zhao S, Hu Y. SFRP2 modulates non-small cell lung cancer A549 cell apoptosis and metastasis by regulating mitochondrial fission via Wnt pathways. *Mol Med Rep*. 2019 Aug;20(2):1925-1932.
- [27] Guo P, Moses-Gardner A, Huang J, Smith E R, Moses M A. ITGA2 as a potential nanotherapeutic target for glioblastoma. *Sci Rep*. 2019 Apr 17;9(1):6195.
- [28] Lee H, Goodarzi H, Tavazoie S F, Alarcón C R. TMEM2 Is a SOX4-Regulated Gene That Mediates Metastatic Migration and Invasion in Breast Cancer. *Cancer Res*. 2016 Sep 1;76(17):4994-5005.
- [29] Yan T, Lin Z, Jiang J, Lu S, Chen M, Que H. MMP14 regulates cell migration and invasion through epithelial-mesenchymal transition in nasopharyngeal carcinoma. *Am J Transl Res*. 2015 May 15;7(5):950-8.
- [30] Zhang P, Shao G, Lin X, Liu Y, Yang Z. MiR-338-3p inhibits the growth and invasion of non-small cell lung cancer cells by targeting IRS2. *Am J Cancer Res*. 2017 Jan 1;7(1):53-63.
- [31] Wu Q, Zhong H, Jiao L, Wen Y, Zhou Yi, Zhou J. MiR-124-3p inhibits the migration and invasion of Gastric cancer by targeting ITGB3. *Pathol Res Pract*. 2020 Jan;216(1):152762.
- [32] Sureshbabu A, Okajima H, Yamanaka D, Tonner E, Shastri S, Maycock J, et al. IGFBP5 induces cell adhesion, increases cell survival and inhibits cell migration in MCF-7 human breast cancer cells. *J Cell Sci*. 2012 Apr 1;125(Pt 7):1693-705.
- [33] Yin X, Fang S, Wang M, Wang Q, Fang R, Chen J. EFEMP1 promotes ovarian cancer cell growth, invasion and metastasis via activated the AKT pathway. *Oncotarget*. 2016 Jul 26;7(30):47938-47953.
- [34] Hu X, Chen M, Li Y, Wang Y, Wen S, Jun F. Overexpression of ID1 promotes tumor progression in penile squamous cell carcinoma. *Oncol Rep*. 2019 Feb;41(2):1091-1100.
- [35] Zhang D, Bi J, Liang Q, Wang S, Zhang L, Han F, et al. VCAM1 Promotes Tumor Cell Invasion and Metastasis by Inducing EMT and Transendothelial Migration in Colorectal Cancer. *Front Oncol*. 2020 Jul 23;10:1066.
- [36] Shan N, Zhang X, Xiao X, Zhang H, Tong C, Luo X. Laminin  $\alpha 4$  (LAMA4) expression promotes trophoblast cell invasion, migration, and angiogenesis, and is lowered in preeclamptic placentas. *Placenta*. 2015 Aug;36(8):809-20.
- [37] Barash U, Spyrou A, Liu P, Vlodavsky E, Zhu C, Luo J, et al. Heparanase promotes glioma progression via enhancing CD24 expression. *Int J Cancer*. 2019 Sep 15;145(6):1596-1608.
- [38] Wu Y, Li H, Zhao X, Jiao J, Tang D, Yan L, et al. Mesenchymal stem cell-derived CCN2 promotes the proliferation, migration and invasion of human tongue squamous cell carcinoma cells. *Cancer Sci*. 2017 May;108(5):897-909.
- [39] Flores-Pérez A, Marchat L A, Rodríguez-Cuevas S, Bautista-Piña V, Hidalgo-Miranda A, Ocampo E A, et al. Dual targeting of ANGPT1 and TGFBR2 genes by miR-204 controls angiogenesis in breast cancer. *Sci Rep*. 2016 Oct 5;6:34504.
- [40] Zhao K, Wang D, Zhao X, Wang C, Gao Y, Liu K, et al. WDR63 inhibits Arp2/3-dependent actin polymerization and mediates the function of p53 in suppressing metastasis. *EMBO Rep*. 2020 Apr 3;21(4):e49269.
- [41] Qiao X, Niu X, Shi J, Chen L, Wang X, Liu J, et al. Wnt5a regulates Ameloblastoma Cell Migration by modulating Mitochondrial and Cytoskeletal Dynamics. *J Cancer*. 2020 Jul 11;11(18):5490-5502.
- [42] Makowiecka A, Malek N, Mazurkiewicz E, Mrówczyńska E, Nowak D, Mazur A J. Thymosin  $\beta 4$  Regulates Focal Adhesion Formation in Human Melanoma Cells and Affects Their Migration and Invasion. *Front Cell Dev Biol*. 2019 Dec 23;7:304.

- [43] Huang T, Wang L, Liu D, Li P, Xiong H, Zhuang L, et al. FGF7/FGFR2 signal promotes invasion and migration in human gastric cancer through upregulation of thrombospondin-1. *Int J Oncol*. 2017 May;50(5):1501-1512.
- [44] Jiang H, Guo W, Yuan S, Song L. Matrilin-2 is a novel prognostic marker in osteosarcoma. *Int J Clin Exp Pathol*. 2019 Oct 1;12(10):3752-3760.
- [45] Wang T, Pei X, Zhan J, Hu J, Yu Y, Zhang H. FERM-containing protein FRMD5 is a p120-catenin interacting protein that regulates tumor progression. *FEBS Lett*. 2012 Sep 21;586(19):3044-50.
- [46] Chen L, Yang J, Wang Y, Wu N, Li X, Li J, et al. ATOH8 overexpression inhibits the tumor progression and monocyte chemotaxis in hepatocellular carcinoma. *Int J Clin Exp Pathol*. 2020 Oct 1;13(10):2534-2543.
- [47] Ao R, Guan L, Wang Y, Wang J. Silencing of COL1A2, COL6A3, and THBS2 inhibits gastric cancer cell proliferation, migration, and invasion while promoting apoptosis through the PI3k-Akt signaling pathway. *J Cell Biochem*. 2018 Jun;119(6):4420-4434.
- [48] Lee H W, Park Y M, Lee S J, Cho H J, Kim D H, Lee J, et al. Alpha-smooth muscle actin (ACTA2) is required for metastatic potential of human lung adenocarcinoma. *Clin Cancer Res*. 2013 Nov 1;19(21):5879-89.
- [49] Pu J, Shen J, Zhong Z, Yanling M, Gao J. KANK1 regulates paclitaxel resistance in lung adenocarcinoma A549 cells. *Artif Cells Nanomed Biotechnol*. 2020 Dec;48(1):639-647.
- [50] Alafate W, Xu D, Wu W, Xiang J, Ma X, Xie W, et al. Loss of PLK2 induces acquired resistance to temozolomide in GBM via activation of notch signaling. *J Exp Clin Cancer Res*. 2020 Nov 11;39(1):239.
- [51] Chen X, Zhao H, Chen C, Li J, He J, Fu X, et al. The HPA/SDC1 axis promotes invasion and metastasis of pancreatic cancer cells by activating EMT via FGF2 upregulation. *Oncol Lett*. 2020 Jan;19(1):211-220.
- [52] Zhang Z, Wang Y, Zhang J, Zhong J, Yang R. COL1A1 promotes metastasis in colorectal cancer by regulating the WNT/PCP pathway. *Mol Med Rep*. 2018 Apr;17(4):5037-5042.
- [53] Zhao S, Wang B, Ma Y, Kuang J, Liang J, Yuan Y. NUCKS1 Promotes Proliferation, Invasion and Migration of Non-Small Cell Lung Cancer by Upregulating CDK1 Expression. *Cancer Manag Res*. 2020 Dec 24;12:13311-13323.
- [54] Garcia-Monclús S, López-Alemaný R, Almacellas-Rabaiyet O, Herrero-Martín D, Huertas-Martinez J, Lagares-Tena L, et al. EphA2 receptor is a key player in the metastatic onset of Ewing sarcoma. *Int J Cancer*. 2018 Sep 1;143(5):1188-1201.
- [55] Zhang Y, Lin L, Jin Y, Lin Y, Cao Y, Zheng C. Overexpression of WNT5B promotes COLO 205 cell migration and invasion through the JNK signaling pathway. *Oncol Rep*. 2016 Jul;36(1):23-30.
- [56] Zhang Z, Zhang G, Gao Z, Li S, Li Z, Bi J, et al. Comprehensive analysis of differentially expressed genes associated with PLK1 in bladder cancer. *BMC Cancer*. 2017 Dec 16;17(1):861.
- [57] Mu Y, Zou H, Chen B, Fan Y, Luo S. FAM83D knockdown regulates proliferation, migration and invasion of colorectal cancer through inhibiting FBXW7/Notch-1 signalling pathway. *Biomed Pharmacother*. 2017 Jun;90:548-554.
- [58] Chai Y, Li Q, Zhao H, Zhang Z, Yu X, Pang L, et al. SOX2 antagonizes WWC1 to drive YAP1 activation in esophageal squamous cell carcinoma. *Cancer Med*. 2019 Nov;8(16):7055-7064.
- [59] Xu J, Zheng H, Yuan S, Zhou B, Zhao W, Pan Y, et al. Overexpression of ANLN in lung adenocarcinoma is associated with metastasis. *Thorac Cancer*. 2019 Aug;10(8):1702-1709.
- [60] Gao X, Zheng M, Wang H, Dai L, Yu X, Yang X, et al. NR2F1 contributes to cancer cell dormancy, invasion and metastasis of salivary adenoid cystic carcinoma by activating CXCL12/CXCR4 pathway. *BMC Cancer*. 2019 Jul 29;19(1):743.
- [61] Xia N, Cui J, Zhu M, Xing R, Lu Y. Androgen receptor variant 12 promotes migration and invasion by regulating MYLK in gastric cancer. *J Pathol*. 2019 Jul;248(3):304-315.
- [62] Ma S, Wang X, Zhang Z, Liu D. Actin-like protein 8 promotes cell proliferation, colony-formation, proangiogenesis, migration and invasion in lung adenocarcinoma cells. *Thorac Cancer*. 2020 Mar;11(3):526-536.
- [63] Wu X, Wang H, Lian Y, Chen L, Gu L, Wang J, et al. GTSE1 promotes cell migration and invasion by regulating EMT in hepatocellular carcinoma and is associated with poor prognosis. *Sci Rep*. 2017 Jul 11;7(1):5129.
- [64] Elahouel R, Blanc C, Carpentier G, Frechault S, Cascone I, Destouches D, et al. Pleiotrophin exerts its

- p>migration and invasion effect through the neuropilin-1 pathway.
- Neoplasia*
- . 2015 Aug;17(8):613-24.
- [65] Wang H, Li M, Tao X, Qian Y, Chen L, Tao G. ARHGEF39 promotes gastric cancer cell proliferation and migration via Akt signaling pathway. *Mol Cell Biochem*. 2018 Mar;440(1-2):33-42.
- [66] Lin X, Chang W, Wang Y, Tian M, Yu Z. SRPX2, an independent prognostic marker, promotes cell migration and invasion in hepatocellular carcinoma. *Biomed Pharmacother*. 2017 Sep;93:398-405.
- [67] Wu H, Qian C, Liu C, Xiang J, Ye D, Zhang Z. Role and mechanism of FOXG1 in invasion and metastasis of colorectal cancer. *Sheng Wu Gong Cheng Xue Bao*. 2018 May 25;34(5):752-760.
- [68] Ren F, Zhao Q, Liu B, Sun X, Tang Y, Huang H, et al. Transcriptome analysis reveals GPNMB as a potential therapeutic target for gastric cancer. *J Cell Physiol*. 2020 Mar;235(3):2738-2752.
- [69] Karki K, Li X, Jin U, Mohankumar K, Zarei M, Michelhaugh S K, et al. Nuclear receptor 4A2 (NR4A2) is a druggable target for glioblastomas. *J Neurooncol*. 2020 Jan;146(1):25-39.
- [70] Niechi I, Uribe-Ojeda A, Erices J I, Torres Á, Daniel Uribe 5, José Dellis Rocha, et al. Adenosine Depletion as A New Strategy to Decrease Glioblastoma Stem-Like Cells Aggressiveness. *Cells*. 2019 Oct 30;8(11):1353.
- [71] Liu C, Cai D, Sun F, Wu Z, Yue B, Zhao S, et al. FERMT1 mediates epithelial-mesenchymal transition to promote colon cancer metastasis via modulation of  $\beta$ -catenin transcriptional activity. *Oncogene*. 2017 Mar 30;36(13):1779-1792.
- [72] Han H, Zhan Z, Xu J, Song Z. TMEFF2 inhibits pancreatic cancer cells proliferation, migration, and invasion by suppressing phosphorylation of the MAPK signaling pathway. *Onco Targets Ther*. 2019 Dec 23;12:11371-11382.

How the deposited data were processed for this re-analysis (not part of the article)

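RNA-Seq libraries of U87 cells treated for 48 h with 100 μM rutaecarpine (n = 3) or with 0.1% DMSO as solvent control (n = 3) were analysed. Conditions and replicate numbers were taken from the sample labels, which also give the dose. The authors sequenced the libraries on an Illumina NovaSeq and quantified genes with RSEM, and the values they deposited are TPM, one column per library. The aligner, the genome build, the annotation release and any filter behind these values are not stated in the paper's text. The screen on a TPM under 2 that the paper names was applied to the migration-related genes. All 6 columns were matched to a sample, and 0 columns were left unmatched. The table has 60671 genes, of which 35671 carry no gene name. Names for these were looked up by Ensembl identifier in a table that held 60401 of the identifiers. Transcript lengths, GC content and gene positions came from GENCODE release 29 on GRCh38, which held 58453 of the identifiers.

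TPM values keep no read numbers, so the depth of each library is unknown, counting error cannot be given and methods for read counts were not used. The paper's methods name several such methods (DESeq2, DEGseq and EdgeR) for the authors' own analysis. The design for the tests was fixed before the data were examined for either unit, and the part written for normalized values was used. TPM were transformed to log2(TPM + 1), genes with a TPM of at least 1 in at least 3 libraries were kept (14377 genes), and the groups were compared with limma version 3.58.1 in R 4.3.3 (linear model, empirical Bayes moderation with a mean-variance trend, two-sided). The p values were adjusted over all tested genes by the Benjamini-Hochberg method. Genes with an adjusted p of at most 0.05 and an absolute log2 fold change above 1 were counted as DEGs, after the paper's thresholds. No normalization between libraries was added. Fold changes are on the log2(TPM + 1) scale and understate the change of weakly expressed genes. Reads that match several gene copies, or overlapping genes, were divided by RSEM, so values of such genes are uncertain. Tables were assembled and figures drawn in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

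The genes named were fixed by a rule set in advance. They are the 14 genes of Table 4, other genes the paper names where a passage is about them, AHR, ARNT and GAPDH, members of the gene lists that were DEGs, and the 5 largest rises and 5 largest falls among DEGs with a mean TPM of at least 2 in at least 1 group whose treated libraries all lay on one side of the control libraries. ATOH8, CYP1A1 and PDCD6-AHRR are named outside this rule, after their values were seen.

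Gene lists for 9 responses were also written in advance, leaving out the genes of the paper's tables. CYP1A1 and CCL2, which the paper's text names, are members of the AhR target and NF-kappaB lists. They cover AhR targets, endoplasmic reticulum stress, oxidative stress, the G2/M and S phases of the cell cycle, TGF-beta and matrix genes, YAP targets, NF-kappaB inflammatory genes and cholesterol synthesis. Each list was tested with limma's camera with an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 9 lists. The reported effects on migration in Supplementary Tables 1 and 2 were compared between directions with a two-sided Fisher's exact test.

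The alternatives tried were centring the libraries on their medians, limma without the trend, no filter on low TPM, a TPM of at least 1 in every library, the replicate number as a block, a pseudocount of 0.1, leaving out each library in turn, an adjusted p of at most 0.001, and a test against 1.2-fold. For the lists, fry and camera with an estimated correlation were tried. A correction for trends on transcript length and GC content (natural splines with 5 degrees of freedom, on 14267 genes) and library weights (limma's arrayWeights) were added after control replicate 3 was seen to stand apart. The Fisher's exact test with each gene's direction as Supplementary Tables 1 and 2 list it was added after ATOX1 was seen to differ from its listed direction. Counting DRE sites in promoters had been planned from the genome sequence, which was not used here, so these counts were not run.

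The test was tried on simulated data before use. In 5 sets of 14377 genes with 200 changed genes, noise was drawn from the spread of the 5 libraries other than control replicate 3. In these sets 100% of the changed genes were recovered with 0 false calls on average. Each simulated change was larger than the median DEG of its direction (log2 fold changes of 1.38 and -1.20). Weakly expressed genes were left unchanged. The result thus does not cover smaller changes, weakly expressed genes or the spread of control replicate 3. A trend on length and GC in 1 control library alone, simulated over 14267 genes, gave 0 calls. All 5 of 5 raised lists were found and 1 of 45 unchanged lists was called. The simulated noise was drawn separately for each gene, so members of these lists did not vary together. The simulation thus does not give the rate of false calls for real lists whose members do.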

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

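The results here concern genes outside the paper's tables, and gene lists that the paper does not test. The tests on the largest rises and falls were set before their results were seen, and the tests of the gene lists on abundant members, on corrected values and on other splits of the libraries were chosen after the lists' results were seen. A difference between rutaecarpine and solvent stays open as the biological explanation for all of them. The depth of the libraries is unknown. The numbers of genes above 0 overlapped (22473 to 22730 in the control group and 22180 to 22883 after rutaecarpine). This argues against a large difference in depth between the groups for the 7 gene lists. Of the 84 list members with a mean TPM of at least 10 in both groups, 97.6% moved with their list. These members helped to set their list's direction, so the share was partly built in. It shows only that the moves were not confined to weakly expressed members. For weakly expressed genes a difference in depth stays open.

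Of the largest changes, 6 are in genes outside the paper's text and tables. The log2 fold changes were 5.40 for SERPINB2, 5.19 for SLC16A6 and 4.19 for THBD among the rises, and -2.52 for ID3 and -2.39 for OLFML3 among the falls. The adjusted p values from limma with Benjamini-Hochberg adjustment were 2.76e-06, 9.0e-05, 3.4e-05, 0.000229 and 0.000356 in that order, and all 3 treated libraries lay on one side of the 3 controls in each gene. RF02110 had a fitted log2 difference of -5.60 (adjusted p = 0.00120, limma with Benjamini-Hochberg adjustment), which depends on the pseudocount because the gene is listed at 0 in all 3 rutaecarpine libraries, and its controls ranged from 22.95 to 107 TPM. A trend on transcript length and GC content was argued against as the whole cause, since 10 of the 10 largest rises and falls were still DEGs after it was removed. A single library was argued against too, since the same 10 were DEGs in every fit that left out 1 library. For RF02110, a short RNA of 136 bases, a failed estimate at 0 stays open and was not tested.

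The AhR target list rose by a mean log2 fold change of 2.46 relative to the other genes (adjusted p = 2.63e-10 by limma's camera with Benjamini-Hochberg adjustment over the 9 lists). Of its 10 members 7 could be tested, and all 7 rose. SERPINB2, TIPARP, EREG, STC2 and AHRR were DEGs, with log2 fold changes of 5.40, 3.11, 2.99, 2.48 and 2.07. AHRR had 0.283 TPM in the control group and 4.53 after rutaecarpine, and the read-through gene PDCD6-AHRR, which was looked at after its values were seen, went from 1.51 to 23.5 TPM, so the division of reads between them is uncertain. CYP1A1, also looked at after its values were seen, had 0.0800 TPM in the control group and 1.15 TPM after rutaecarpine and was not a DEG (log2 fold change 0.99), but was one with a pseudocount of 0.1 (2.93) and without control replicate 2 (1.07). After correction for length and GC content the list's relative mean was 2.43, which argues against that trend as the whole cause. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave a result as large, the real one, and with 10 splits the share cannot fall below 0.1.

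The endoplasmic reticulum stress list rose by 1.15 relative to the other genes (adjusted p = 2.84e-17 by limma's camera with Benjamini-Hochberg adjustment). All 20 members rose and 13 were DEGs, among them TRIB3, DNAJB9, SESN2, DDIT3 and HYOU1 with log2 fold changes of 2.04, 1.83, 1.69, 1.59 and 1.47. DNAJC3 was a DEG with all libraries and in none of the fits without 1 of them, and its log2 fold change was 0.77 without control replicate 3. After correction for length and GC content the relative mean was 1.17, so that trend is argued against as the whole cause. The real split was the only 1 of the 10 with a result as large. A candidate explanation is a stress response of the cells to rutaecarpine at this dose, which a single dose and time cannot separate from an effect through AhR.

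The NF-kappaB inflammatory list rose by 1.15 relative to the other genes (adjusted p = 9.22e-10 by limma's camera with Benjamini-Hochberg adjustment). All 14 members rose with all libraries, 13 with median centring or the length and GC correction, and 12 with library weights or without control replicate 3, and 6 were DEGs. These were IL1A, CXCL2, LIF, CXCL8, CXCL3 and IL6, with log2 fold changes of 3.09, 3.06, 3.02, 2.36, 1.47 and 1.08, and the list's median of 0.59 lies well below its mean. With length and GC content corrected, the relative mean was 1.16, which argues against the trend as the whole cause, and 1 of the 10 splits, the real one, gave a result as large.

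The oxidative stress list rose by 0.35 relative to the other genes (adjusted p = 0.00760 by limma's camera with Benjamini-Hochberg adjustment), with 8 of 9 tested members rising, 7 with the libraries centred on their medians or without control replicate 1, and 0 of them DEGs. The relative mean after correction was 0.39, which argues against a length and GC trend as the whole cause. However, 3 of the 10 splits of the libraries gave a result as large, so chance differences between libraries stay open.

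The G2/M list fell by a relative mean of -1.04 and the S phase list by a relative mean of -1.05 (adjusted p = 3.90e-18 and 5.89e-18 by limma's camera with Benjamini-Hochberg adjustment). All 20 and all 19 tested members fell. KIF20A, AURKB, MKI67, NUSAP1, CDC20, CCNA2, PLK1 and TPX2 were DEGs of the G2/M list, and TYMS, GINS2, UHRF1, MCM3, MCM5, MCM2 and RRM2 of the S phase list. The calls of MKI67, NUSAP1, CCNA2 and RRM2 were lost in 5 of the 6 fits without 1 library, and only without control replicate 3 were they kept. TPX2 was a DEG in 3 of the 6, with log2 fold changes from -1.11 to -0.95. After the length and GC correction the relative means were -1.06 and -1.04, which argues against that trend as the whole cause, and for both lists 1 of the 10 splits gave a result as large, the real one. A candidate explanation is that fewer treated cells were dividing at 48 h, which the RNA values alone cannot test. The paper's viability assay of U87 cells included rutaecarpine, and its text names an inhibition of proliferation for evodiamine alone. The text does not give the time of that assay.

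The TGF-beta and matrix list fell by a relative mean of -0.48 (adjusted p = 0.00362 by limma's camera with Benjamini-Hochberg adjustment). Of 12 tested members 3 rose, 2 without control replicate 3, and ID3 was the only DEG. With all libraries the list's mean log2 fold change was -0.40 and its median -0.29, so the mean leans on ID3. The mean and median were -0.50 and -0.49 with library weights, and -0.56 and -0.57 without control replicate 3. In each of the other leave-one-out fits the mean stayed below the median. How far the mean leans on ID3 thus depended on control replicate 3. After correction the relative mean was -0.48, which argues against length and GC as the whole cause. Of the 10 splits, 1 gave a result as large, the real one, but another came close (unadjusted p = 0.00252 against 0.00241 by limma's camera), so chance differences between libraries stay open here too.

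The lists do not share members, and 0 of their members are in the paper's tables. The same 7 lists were called by fry, with adjusted p values from 0.000193 to 0.0435 by limma with Benjamini-Hochberg adjustment, and none of them under camera with an estimated correlation. Camera's preset correlation was therefore needed for the small p values above. With it, splits that mixed treated and control libraries also gave small unadjusted p values in limma's camera, down to 2.39e-07 for the endoplasmic reticulum stress list, and the real split gave a smaller p for it.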

How the results depend on the processing

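The alternatives below were set in advance, except the correction for length and GC content, the library weights and the count of reported effects by the tables' own directions, which were chosen after seeing the data.

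At an adjusted p of at most 0.001 in place of 0.05, there were 94 DEGs, 65 up-regulated and 29 down-regulated, with 15 of the 85 migration-related genes and 6 of the 14 genes of Table 4. That cutoff is stricter by construction. With the replicate number as a block there were 318 DEGs, 193 up-regulated and 125 down-regulated. The replicate numbers did not pair the libraries, as the correlations of the deviations of libraries with the same number were 0.116, -0.266 and -0.215, so the block costs degrees of freedom without removing a shared effect. Of the 318, 190 up-regulated and 125 down-regulated genes were among those of the fit without the block, and it changed no call of a gene list.

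Leaving out each library in turn gave 353 to 610 DEGs, 195 to 280 up-regulated and 153 to 330 down-regulated. The highest total and the 330 down-regulated genes came from leaving out control replicate 3, with 243 of the 289 up-regulated and 203 of the 216 down-regulated genes shared. The migration-related genes that were DEGs numbered 44 to 69 and those of Table 4 were 13 in each of these fits. Under the other alternatives, apart from the adjusted p of at most 0.001, the migration-related DEGs numbered 41 to 68 and those of Table 4 13 or 14. Across all alternatives the correlation of fold changes with the paper's lay between 0.982 and 0.990, and the number of genes expressed in both groups between 12713 and 17893. Median centring gave 546 DEGs, of which 46.0% were up-regulated, against 57.2% without centring, and 234 up-regulated and 216 down-regulated genes were shared. The length and GC correction gave 263 up-regulated and 271 down-regulated genes, and the library weights 293 and 290. The other alternatives for the number of DEGs lay within 1.5 times the 505. They were limma without trend (490), no filter (386), a TPM of at least 1 in every library (410), a pseudocount of 0.1 (570) and the test against 1.2-fold (403).

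Under camera with an estimated correlation, the adjusted p over the 9 lists (limma with Benjamini-Hochberg adjustment) was 0.0688 for the lists of AhR targets (relative mean 2.46), endoplasmic reticulum stress (1.15), oxidative stress (0.35), G2/M (-1.04), S phase (-1.05) and NF-kappaB (1.15), and 0.319 for TGF-beta and matrix genes (-0.48). The estimated correlation leaves the relative means as they are by construction and moves only the p values. Under the other alternatives the adjusted p of these 7 lists lay between 2.16e-19 and 0.0435 by limma with Benjamini-Hochberg adjustment. The AhR list's relative mean was between 2.43 and 2.50 over the leave-one-out fits. The YAP target list was not past the threshold with all libraries (relative mean -0.16), but was with library weights (-0.25, adjusted p = 0.0307, limma with Benjamini-Hochberg adjustment). It ranged from -0.30 to -0.0696 over the leave-one-out fits, and passed only without control replicate 3 (-0.30, adjusted p = 0.00984, limma with Benjamini-Hochberg adjustment; 0.00984 to 0.739 over all alternatives). The cholesterol synthesis list changed camera's direction, with no adjusted p under 0.05, with the length and GC correction (relative mean 0.0935), library weights (0.0328), and without control replicate 3 or rutaecarpine replicate 1, in a leave-one-out range from 0.0133 to 0.180. The cause was not tested.

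Of 1905 comparisons of 137 genes (the named genes and all 85 migration-related genes) with their alternatives, 1680 kept direction and side of the threshold, 163 kept the direction and lost the call (in 33 genes), 53 kept the direction and gained a call and 9 reversed. The reversals are those of AHR, ARNT and ATOX1, which had no call under any alternative. The AHR log2 fold change, 0.16 with all libraries, was -0.0685 after the length and GC correction, -0.24 with library weights, and -0.37 to 0.45 over the leave-one-out fits, negative only without control replicate 3. The ARNT log2 fold change, 0.18 with all libraries, was -0.00188 with library weights and -0.13 to 0.35 over the leave-one-out fits, again negative only without control replicate 3. The ATOX1 log2 fold change, 0.08 with all libraries, was -0.0115 with median centring, -0.0323 after the length and GC correction, and -0.00830 to 0.25 over the leave-one-out fits, negative without control replicate 1 and without rutaecarpine replicate 2 and highest without control replicate 3.

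The depth of the libraries is unknown, so how far it limits weakly expressed genes cannot be given. The alternatives for the DRE counts (2000 bp upstream of the transcription start, and the reversed motif) were not run.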

Differences from the paper's values

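The paper reports 952 DEGs and 505 were found here. It reports 548 down-regulated genes and 216 were found here. None of the alternatives set before the data were examined closed either gap. Across them the total lay between 94 and 610 and the number of down-regulated genes between 29 and 330, and the nearest to the paper's values came without control replicate 3. The length and GC correction and the library weights, chosen after seeing the data, gave 534 and 583 DEGs, with 271 and 290 down-regulated, and did not close the gaps either.

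For IGFBP5 the paper's fold change is 0.08, and the fold change on the log2(TPM + 1) scale was 0.168. With a pseudocount of 0.1 it was 0.0945, the only one of the alternatives set before the data were examined that fell within 1.5 times the paper's value. For VCAM1 the paper's fold change is 0.27 against 0.449 here, with 0.302 at a pseudocount of 0.1 and 0.403 without control replicate 3 falling within 1.5 times it and no other of those alternatives. The length and GC correction and the library weights, chosen after seeing the values, gave 0.391 and 0.398 for VCAM1 and closed the gap as well. For WDR63 the paper's 0.31 stands against 0.511, and for CORO1A the paper's 0.33 against 0.549. A pseudocount of 0.1 gave 0.308 and 0.362 for these genes, and the other alternatives set before the data were examined did not close the gaps. For WDR63 the length and GC correction, chosen after seeing the values, gave 0.462 and closed the gap, and for CORO1A neither of the later alternatives did. For WWC1 the paper's fold change is 0.43 against 0.678 here, and it was 0.636 with median centring, 0.597 with a pseudocount of 0.1, 0.623 without control replicate 3 and 0.608 without rutaecarpine replicate 1, all within 1.5 times the paper's value, while the others of those alternatives were not. The length and GC correction, chosen after seeing the values, gave 0.636 for WWC1 as well. These genes are weakly expressed, so that the added 1 changes their fold change. The ratios of mean TPM were 0.0860 for IGFBP5, 0.272 for VCAM1, 0.272 for WDR63, 0.314 for CORO1A and 0.593 for WWC1.

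For SRGAP3 the paper's fold change is 3 and the value here was 1.11. For ATOX1 the paper's fold change is 0.39 and the value here was 1.06. None of the alternatives set before the data were examined closed these gaps, and neither did the length and GC correction or the library weights.

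The paper counts the 85 genes of Supplementary Tables 1 and 2 among its DEGs, and 27 of them were not DEGs here. Of these 27, 6 had an absolute log2 fold change above 1 and 10 an adjusted p of at most 0.05 by limma with Benjamini-Hochberg adjustment. At least 1 alternative called 18 of them as DEGs. Leaving out control replicate 3 called 14, which were WNT5A, IGKV1OR-2, ANGPT1, WDR63, MYLK, CORO1A, GTSE1, FGF7, DCC, NTNG1, PPARGC1A, GPNMB, NR4A2 and PRR5L. Median centring called 9, which were WNT5A, ANGPT1, WDR63, ACTL8, GTSE1, FGF7, DCC, GPNMB and PRR5L. A pseudocount of 0.1 called 5 (CEMIP2, IRS2, WDR63, ACTL8 and GTSE1). ACTL8 was also called without control replicate 1 and without rutaecarpine replicate 3, WDR63 without control replicate 2, and GPNMB without rutaecarpine replicate 1 and without rutaecarpine replicate 3. The other alternatives set before the data were examined called 0. The length and GC correction called 10 and the library weights 8, both chosen after seeing the data, and ITGA2 was called by the length and GC correction alone. Genes that no alternative called include SRGAP3, WWC1, PRAG1, ATOX1, ADA, KANK1, FERMT1 and TMEFF2.

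The paper takes the 14 genes of Table 4 from the genes shared with the cancer-related cluster, and 7 of the 14 carry the mark of that cluster in Supplementary Tables 1 and 2.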

Other observations

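The tests of control replicate 3 as a partly treated culture, and of the share of up-regulated genes after the length and GC correction, were set before their results were seen. The other tests here, including a further one on control replicate 3, were chosen after the results they measure were seen.

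Control replicate 3 stood apart from control replicates 1 and 2. Cubic terms in transcript length and GC content explained 33.6% of the variance of its deviations from the other controls over 14267 genes, against 0.326% for the difference between control replicates 1 and 2. One scaling factor for the whole library is argued against, because the deviations followed transcript length (Spearman's rho = -0.49 across genes) and GC content (0.48). Rutaecarpine replicate 2 had a weaker trend in the same direction, with 11.3% of the variance explained and a rho of -0.40 with length. Limma's library weights were 0.121 for control replicate 3 and 0.611 for rutaecarpine replicate 2, and between 1.46 and 2.49 for the other libraries. A candidate explanation for the trend is a difference in RNA integrity or library preparation, which the TPM values alone cannot test.

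Whether control replicate 3 may be a mislabelled or partly treated culture was tested by its position on genes that were DEGs without it, from 0 at the other controls to 1 at rutaecarpine. Its median position was 0.0821 over 610 genes, against 0.0579 for control replicate 1 and 0.0812 for control replicate 2 on their own genes. However, it was -0.0434 on the up-regulated genes and 0.280 on the down-regulated genes, so the test as set beforehand left the question open. A further test, chosen after these values were seen, used values corrected for length and GC content. There the median position was 0.0342 on the up-regulated and 0.0532 on the down-regulated genes. It was 0.00894 and 0.0489 for control replicate 1, and 0.0341 and 0.0602 for control replicate 2. Control replicate 3 had more genes past the midpoint, at 10.5% and 11.6%. These shares were 2.44% and 1.29% for control replicate 1, and 3.50% and 1.84% for control replicate 2. The corrected medians thus argue against a partly treated culture. The larger share past the midpoint was not explained, and the correction itself was chosen because of this library.

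More genes rose than fell among the DEGs, 57.2% of them. The excess may rest on control replicate 3, since without that library 45.9% of the DEGs rose. The number that rose went from 289 to 280 and the number that fell from 216 to 330. The shift in the share thus came mostly from added falls, and it does not show what the rises rest on. After the length and GC correction 49.3% rose, with 263 rises and 271 falls. The drop was smaller than the 10 percentage points set beforehand as the mark of a trend on length and GC content, although the excess was gone, so for these DEGs that trend cannot be told apart from other features of the library. The log2 fold changes rose with transcript length across genes (Spearman's rho = 0.177), and without control replicate 3 they did not (-0.0424), so the relation may come from that library.

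The real split of the 6 libraries gave far more DEGs than any other. Of the 10 splits into 3 and 3, 1 gave as many DEGs, up-regulated DEGs, down-regulated DEGs, migration-related DEGs and DEGs of Table 4, and that was the real one. The other splits gave at most 1 DEG, with 102 to 861 genes at an unadjusted p under 0.05 against 3506 in the real split. Each of the other splits mixed treated and control libraries, so the treatment difference widened the spread within their groups. Their low counts were thus partly built in and do not measure how many DEGs are false. With 10 splits the share cannot fall below 0.1.

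The YAP target and cholesterol synthesis lists were not past the threshold with all libraries. The YAP list had a relative mean of -0.16 (adjusted p = 0.189 by limma's camera with Benjamini-Hochberg adjustment), with 7 of 14 members rising, 5 with the libraries centred on their medians, and FJX1 as the only DEG (log2 fold change -1.24), and 5 of the 10 splits gave a result as large. It passed without control replicate 3, where its relative mean was -0.30 (adjusted p = 0.00984 by limma's camera with Benjamini-Hochberg adjustment) and 2 members rose, and with library weights (-0.25, adjusted p = 0.0307 by limma's camera with Benjamini-Hochberg adjustment; 0.00984 to 0.739 over all alternatives), and without control replicate 1 it was -0.0696. The cholesterol list had a relative mean of 0.12 (adjusted p = 0.846 by limma's camera with Benjamini-Hochberg adjustment), with INSIG1 as the only DEG (log2 fold change 1.41), and all 10 of the 10 splits gave a result as large. Its relative mean was 0.0133 without control replicate 3 and 0.180 without control replicate 1.

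The RNA of the receptor and its partner showed no difference that these libraries could resolve. AHR had 71.6 ± 36.1 TPM (SD, n = 3) in the control group and 72.5 ± 15.4 TPM (SD, n = 3) after rutaecarpine, with an adjusted p of 0.846 from limma with Benjamini-Hochberg adjustment. ARNT had 18.2 ± 6.26 and 20.1 ± 4.09 TPM, with an adjusted p of 0.730 from limma with Benjamini-Hochberg adjustment. Both log2 fold changes turned negative without control replicate 3, at -0.37 and -0.13.

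ATOX1, which Supplementary Table 2 lists as down-regulated, showed no fall that these libraries could resolve. The reference that the table gives for it is about ATOH8. ATOH8, which was looked at after its values were seen, fell from 4.74 ± 1.30 TPM (SD, n = 3) to 1.80 ± 0.50 TPM (SD, n = 3), a log2 fold change of -1.03 (adjusted p = 0.0363 from limma with Benjamini-Hochberg adjustment). Its ratio of mean TPM was 0.379, and the paper's fold change for ATOX1 is 0.39. The entry may therefore stand for ATOH8. ATOH8 was a DEG in none of the 6 fits that each left out 1 library, with log2 fold changes from -1.17 to -0.85.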
